# Single-cell RNA sequencing reveals dysregulation of spinal cord cell types in a severe spinal muscular atrophy mouse model

**DOI:** 10.1371/journal.pgen.1010392

**Published:** 2022-09-08

**Authors:** Junjie Sun, Jiaying Qiu, Qiongxia Yang, Qianqian Ju, Ruobing Qu, Xu Wang, Liucheng Wu, Lingyan Xing

## Abstract

Although spinal muscular atrophy (SMA) is a motor neuron disease caused by the loss of survival of motor neuron (SMN) proteins, there is growing evidence that non-neuronal cells play important roles in SMA pathogenesis. However, transcriptome alterations occurring at the single-cell level in SMA spinal cord remain unknown, preventing us from fully comprehending the role of specific cells. Here, we performed single-cell RNA sequencing of the spinal cord of a severe SMA mouse model, and identified ten cell types as well as their differentially expressed genes. Using CellChat, we found that cellular communication between different cell types in the spinal cord of SMA mice was significantly reduced. A dimensionality reduction analysis revealed 29 cell subtypes and their differentially expressed gene. A subpopulation of vascular fibroblasts showed the most significant change in the SMA spinal cord at the single-cell level. This subpopulation was drastically reduced, possibly causing vascular defects and resulting in widespread protein synthesis and energy metabolism reductions in SMA mice. This study reveals for the first time a single-cell atlas of the spinal cord of mice with severe SMA, and sheds new light on the pathogenesis of SMA.

## Author summary

Spinal muscular atrophy (SMA) is a neurodegenerative disease caused by functional loss of the SMN protein. Although SMA is characterized by degeneration of motor neurons in the anterior horn of the spinal cord, there is growing evidence that non-neuronal cells play important roles in SMA pathogenesis. It has long been unclear whether and to what extent individual cell types in the SMA spinal cord are affected by the deficiency of the SMN protein. Here, we sequenced the spinal cord of a mouse model of severe SMA using single-cell RNA sequencing. Over 20,000 cells, 10 cell types, 29 subtypes and their differentially expressed genes were identified. Overall, cell-cell communication in SMA is substantially reduced. A subpopulation of vasculature fibroblasts showed the most significant change in the SMA spinal cord at the single-cell level. This reduction may account for the vascular defects and reduced oxygen delivery capacity in SMA mice, as well as the widespread reduction of protein synthesis and energy metabolism in various spinal cell types. These findings not only create the first single-cell omics database for SMA, but also help reveal new pathological mechanisms associated with the disease.

## Introduction

Spinal muscular atrophy (SMA), a common lethal genetic disorder in children, is caused by mutations or deletions in the *survival of motor neuron 1* (*SMN1*) gene (MIM 600354), which leads to failure in encoding the SMN protein (UniProt accession number Q16637-1) [1]. Its pathology is characterized by motor neuron degeneration in the anterior horn of the spinal cord and necrosis of the neuromuscular junction [2]. Death in patients with SMA is due to respiratory failure caused by autonomic muscle denervation. Humans have a backup gene for *SMN1*, that is, *survival of motor neuron 2* (*SMN2*, MIM 601627), which can produce a small amount of functional SMN proteins due to mis-splicing but cannot compensate for *SMN1* loss [3]. Direct supplementation of SMN proteins or the correction of *SMN2* splicing is the main approach used for SMA treatment. In recent years, three effective drugs for SMA treatment have been approved by the US Food and Drug Administration, namely nusinersen, risdiplam, and abeparvovec-xioi. Nusinersen is an antisense oligonucleotide, and risdiplam is a small-molecule compound; these two drugs correct *SMN2* splicing; thus, increasing SMN protein levels. Abeparvovec-xioi is an adeno-associated viral vector-based gene therapy drug that increases SMN expression through the delivery of the full-length SMN coding sequence [4–6].

SMN is a functionally diverse housekeeping protein [7]. Its most well-understood function is to form a complex with the Gemin protein to participate in spliceosome assembly [8]. Another essential function of SMN is to participate in messenger RNA transport in motor neuron axons [9]. SMN influences the SMA condition in a dose-dependent manner. In general, the more the copies of the *SMN2* gene, the milder the clinical phenotype of SMA. In addition, several modifiers affect the clinical phenotype of patients with SMA. Patients carrying the c.859G>C mutation on exon 7 and A-44G mutation on intron 6 of *SMN2* had a mild phenotype; the c.859G>C mutation creates an SF2/ASF-dependent exonic splice enhancer, and the A-44G mutation disrupts the HuR-dependent intronic splicing silencer [10,11]. Furthermore, the overexpression of plastin 3 and neurocalcin delta can improve the clinical phenotype of patients with SMA [12,13]. However, no SMN downstream molecules have been identified so far that causes motor neuron degeneration due to splicing errors or altered localization.

Numerous studies have proposed that in SMA, motor neurons undergo non-cell-autonomous death. Specific depletion of SMN in motor neurons causes limited dyskinesia rather than complete SMA [14]. Although a specific increase of SMN protein in motor neurons improves the pathological features and motor functions of SMA mice, the improvement in mouse lifespan is limited [15]. Glial cells are one of the most common cell types in the central nervous system (CNS), and their primary function is to maintain spinal cord homeostasis and nourish neurons. As a result, glial cells are the most likely to be involved in the non-cell-autonomous death of motor neurons. Astrocytes in SMA undergo morphological and functional changes that affect calcium homeostasis, microRNA formation, and protein secretion, reducing communication with motor neurons [16–19]. Surprisingly, SMN-specific supplementation in astrocytes did not prevent motor neuron death in SMA mice, but it did extend their lifespan [20]. In addition, other cell types in the spinal cord, such as vascular cells, are also disrupted in SMA [21]. Because the spinal cord is such a complex and heterogeneous tissue, different cell types or subtypes may play different roles in SMA pathogenesis. Therefore, an objective and comprehensive understanding of the transcriptome alterations in each cell type during the SMA process, as well as their effects on neurons, is critical.

Several studies have used transcriptomics to explore SMA pathogenesis, revealing a plethora of gene expression and splicing changes in SMA mice tissues or patient cells [22–28]. However, these studies have not identified which cell types in the SMA spinal cord are diseased or what transcriptome changes these cell types experience. Single-cell RNA sequencing (scRNA-seq) is an emerging technique that can be used to investigate cellular heterogeneity. This technique has uncovered disease-specific cell populations and altered transcripts that have never been reported before in Alzheimer’s disease (AD), amyotrophic lateral sclerosis (ALS), multiple sclerosis (MS), Parkinson’s disease (PD), Huntington’s disease (HD), and other diseases, providing new insights into these neurodegenerative diseases with unclear mechanisms [29–34].

Here, the spinal cords of severe SMA mice and heterozygous mice were analyzed using scRNA-seq. A total of 22,155 cells were identified, and they were classified into 10 cell types, including oligodendrocyte precursor cells (OPCs), oligodendrocytes (OLs), committed OL precursors (COPs), neurons, schwann cells, blood cells, astrocytes, microglia, ependymal cells, and vasculature. We analyzed cell-type-specific differentially expressed genes (DEGs) and cell-cell communication between the different cell types. In addition, we identified cell subtypes and disease-specific genes for each subtype. Visualized single-cell maps are available at Single Cell Portal database. Finally, we found that in SMA mice, fibroblasts were substantially reduced, emphasizing the importance of vascular defects in SMA pathogenesis.

## Results

### scRNA-seq and cell-type identification of the spinal cords of SMA and control mice

scRNA-seq was performed on Type I Taiwanese SMA mice at postnatal day 4 (P4). These mice exhibit severe SMA with a lifespan of approximately 10 days [35]. Studies have stated that treatment with nusinersen at 1–3 days postnatal instead of 5–7 days postnatal can improve the lifespan of these mice, suggesting that P4 is a turning point in the progression process of SMA pathology [36].

To explore disease-specific cell types and cell-type-specific DEGs, we first constructed a single-cell atlas. The spinal cords of three SMA mice (Smn^–/–^, SMN2^2tg/0^) at P4 were pooled as one sample for single-cell digestion, and heterozygous mice (Smn^+/–^, SMN2^2tg/0^) from the same litter were used as controls. Individual cells from both samples were subjected to scRNA-seq based on a 10× Genomics protocol. After quality-control filtering, 8887 control cells and 13,268 SMA cells were used for subsequent analysis, with an average median of 1933 genes per cell. To analyze global gene expression changes in the spinal cord, we constructed a bulk RNA sequencing (bulk-seq) atlas from the spinal cord tissues of SMA and heterozygous mice of the same age. 

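Bulk-seq covered 6 spinal cord libraries of mice at postnatal day 4, 3 labelled as SMA and 3 labelled as control. The paper and the labels give SMA mice as Smn knockouts that carry the human SMN2 transgene, and control mice as heterozygous for the knockout with the same transgene. The paper states that bulk-seq was done in triplicates with n = 1 per group, and the libraries are treated here as separate samples of each label. The authors removed ribosomal RNA, built strand-specific libraries, aligned the reads with hisat2 and computed FPKM (fragments scaled to the length of the exons and to the number of mapped fragments) for each gene with cufflinks. Each file lists only genes with an FPKM above 0, and a gene absent from a library was taken as 0 there. From these values, log2(FPKM + 1) was compared between the libraries labelled SMA and control with limma (a linear model per gene with moderated variances and a trend with expression), over genes with a mean FPKM of at least 0.5. All fold changes are SMA against control on this scale, which understates the change of genes with low FPKM. With 3 libraries against 3, an exact two-sided permutation test of a single gene cannot give a p below 0.1.

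Smn1, the targeted gene, lies on chromosome 13 from 100124852 to 100137690 (the loci in the files fit GRCm38). It was listed at 10.4, 8.64 and 11.9 FPKM in control replicates 1 to 3 and at 8.48, 9.30 and 11.1 FPKM in SMA replicates 1 to 3. The log2 fold change was -0.09 (standard error 0.15, adjusted p = 0.819 from limma with Benjamini-Hochberg adjustment). The groups overlapped (exact two-sided permutation test, p = 0.6). At the level of the whole gene, the values show no loss of Smn1 transcripts beyond the spread between libraries. They leave the genotype labels unchecked. Gene-level FPKM does not show which exons are transcribed. SMA and control replicates are named here by their labels, and every direction given between them rests on those labels. Leaving out each library in turn gave log2 fold changes of Smn1 from -0.20 without control replicate 2 to 0.01 without control replicate 3.

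The sequencing depth in reads is unknown because the values are not counts. The most frequent ratio of a gene's low FPKM values (under 0.15) between libraries, taken as the inverse ratio of their depths, gave depths relative to SMA replicate 1 of 1.15, 1.08 and 1.04 for control replicates 1 to 3 and of 1.02 and 0.994 for SMA replicates 2 and 3. Only ratios near 1 were searched, so a larger difference in depth could not have appeared. The libraries listed 21418, 22161 and 21197 genes in control replicates 1 to 3 and 22237, 22201 and 22296 genes in SMA replicates 1 to 3. Across the genes tested, which are not independent replicates, Pearson's correlation of log2(FPKM + 1) was 0.836 to 0.849 between control replicate 2 and the other libraries, while the lowest correlation among the other 5 libraries was 0.983. A list of 44 hepatocyte marker genes held 8.88% of the summed FPKM in control replicate 2 and between 0.0250% and 0.0452% in the other 5 libraries. The values of every library are therefore given separately, and results are also given without control replicate 2.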

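Over the 6 libraries, 25576 genes had an FPKM above 0 in at least 1 library and 19099 in every library. With a minimum of 0.1 FPKM in at least 1 library the number was 23191, and with a minimum of 1 FPKM it was 16943.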

Bulk-seq detected >20000 genes in total.

The uniform manifold approximation and projection (UMAP) method was used for the visualization and classification of all cells. The cells were divided into 16 clusters **(Fig 1A)**. Based on the expression of known CNS cell-type-specific genes [29], they were mapped into 10 cell types: astrocytes (cluster 0), microglia (clusters 1 and 12), OPC (clusters 2, 4, and 7), COP (cluster 3), OL (cluster 11), neuron (cluster 16), ependymal cells (clusters 11 and 15), vasculature (clusters 6, 13, and 9), blood cells (clusters 5 and 8), and Schwann cells (cluster 14) **(Figs 1B and S1A and S1B)**. OPCs were the most abundant, accounting for 22.97% of the total cells, whereas the proportion of neurons was the lowest, accounting for 0.46% of the total cells **(Fig 1C)**. No significant difference was observed in the overall cell proportion between SMA and control mice **(Fig 1D and 1E)**. The proportion of neurons and ependymal cells in SMA mice was slightly higher than that in control mice, and the proportion of blood cells in SMA mice was slightly lower than that in control mice **(Fig 1E)**. The number of neuronal cells (cluster 16) which expressed Meg3, Tubb3 and Snhg11 was too small to determine whether this was a motor neuron or not [37–41]. This approach for single cell suspension may result in neuronal loss.

**Fig 1:**
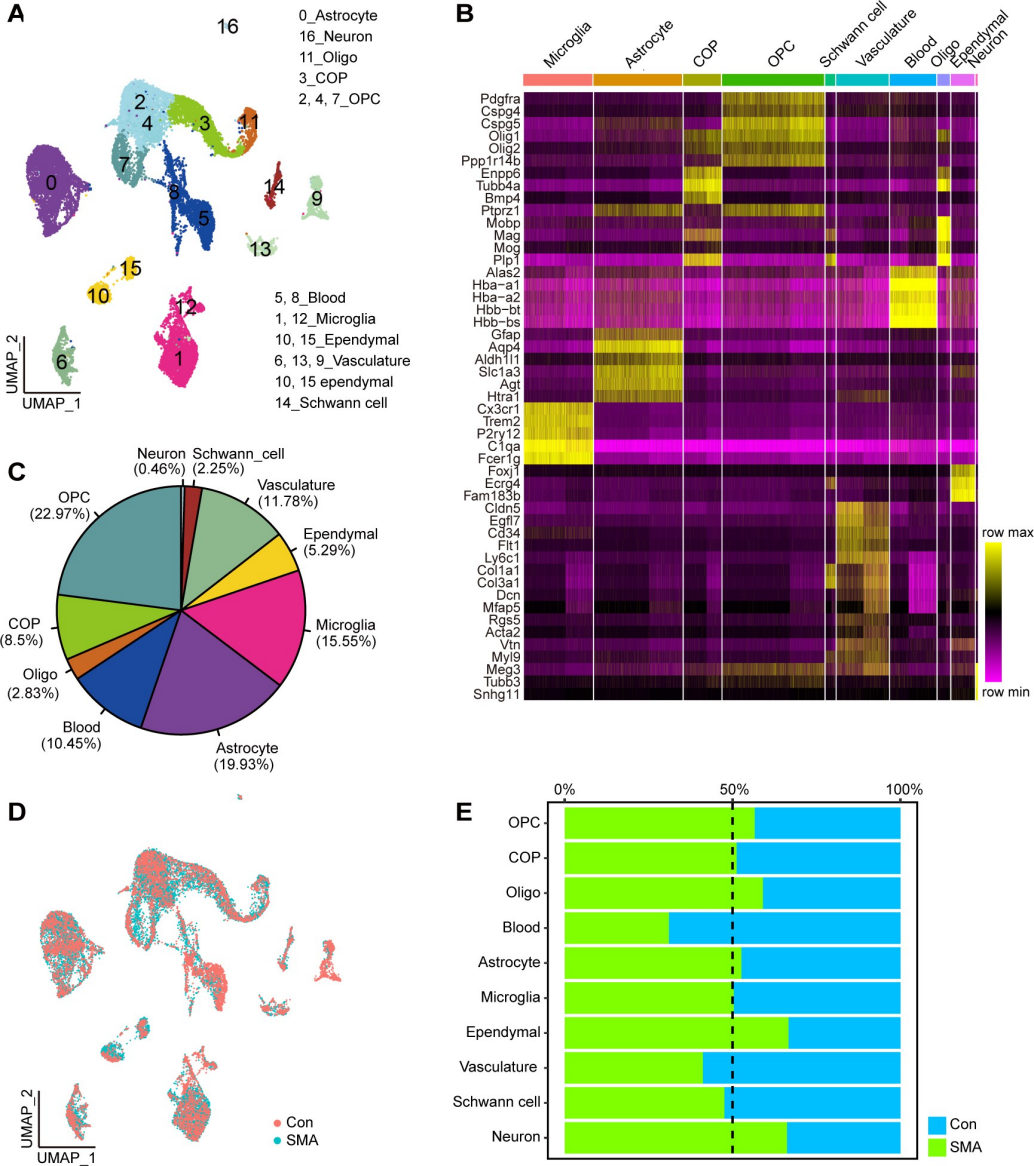
Cell type identification. (A) UMAP visualization showing the cluster of cell type from scRNA-seq. (B) The heatmap shows the average expression of marker genes for each cell type. The darker the yellow, the higher the expression level. (C) The proportion of each cell type to the total number of cells. (D) UMAP visualization showing the distribution of SMA and control cells. (E) Proportion of cells from SMA or control samples in each cell type.

### DEGs and functional analysis of SMA spinal cord cell types

We focused on cell type-specific DEGs in SMA and control mice. In most of the aforementioned cell types, approximately 5000–7000 genes were detected, with the exception of blood cells, where only 2008 genes were detected **(S2A Fig)**. According to log fold change (logFC) ≥ 0.2 and p < 0.01, the DEGs of each cell type were defined, with neurons, vasculatures, and COPs having the highest number of DEGs (960, 343, and 373, respectively) and OPCs, microglia, and ependymal cells having the lowest number of DEGs (45, 50, and 52, respectively) **(Fig 2A and S1 File)**. Notably, in cell types other than blood cells, the number of downregulated genes was significantly higher than the number of upregulated genes, and this trend of predominantly downregulated expression was consistent with the results of bulk-seq **(Fig 2B)**.

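Among the 17088 genes tested, 17 were lower and 12 were higher in the libraries labelled SMA at an unadjusted p under 0.05 and a fold difference over 2, so that 58.6% of these DEGs were lower. No gene passed an adjusted p of 0.05 (smallest adjusted p = 0.683 from limma). At an unadjusted p under 0.05 with no minimum fold, 409 genes were lower and 581 higher. Without control replicate 2 these numbers were 862 and 874, and other scalings of the FPKM values gave an excess in either direction. The number of lower DEGs moved most without control replicate 3, to 131 lower and 13 higher DEGs. Without control replicate 2, 7 lower and 16 higher DEGs were found among 16574 genes, and these shared 1 lower and 8 higher DEGs with the comparison of all 6 libraries. All 17 lower DEGs had their highest FPKM in control replicate 2. The groups did not overlap for 15 of the 17 lower and 11 of the 12 higher DEGs, against 2897 of all 17088 genes tested (17%) and 10% expected by chance for 3 libraries against 3.

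The 5 lower DEGs with the largest fold change and no overlap between the groups were Tk1 (log2 fold change -1.58), Uba7 (-1.53), Hist1h4f (-1.36), Cxcl12 (-1.28) and Gchfr (-1.28). Tk1, in the locus on chromosome 11 from 117809668 to 117839908, was listed at 5.34, 20.0 and 3.99 FPKM in control replicates 1 to 3 and at 2.88, 1.39 and 1.67 FPKM in SMA replicates 1 to 3 (standard error 0.532, adjusted p = 0.683 from limma), and its log2 fold change without control replicate 2 was -0.95. Hist1h4f belongs to a family of near-identical histone genes whose reads can be split between copies. The 5 higher DEGs with the largest fold change were the small nucleolar RNA genes Snora74a (log2 fold change 2.46) and Gm23262 (2.00), the small nuclear RNA genes Gm25360 (2.00) and Gm26316 (1.32), and the pseudogene Gm8325 (1.70). Snora74a was listed at 10.5, 7.85 and 5.56 FPKM in SMA replicates 1 to 3 and at 2.99 FPKM in control replicate 2, and was at 0 in control replicates 1 and 3. The files give Snora74a and Gm23262 the span of a longer locus, so their reads can be shared with overlapping genes. Of the 12 higher DEGs, 10 were annotated as small or miscellaneous RNAs or pseudogenes, and the others, Gm10076 and Gm11948, as long noncoding RNAs.

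The list of bulk-seq DEGs in the paper's S1 File holds 1233 lower and 34 higher genes. In the deposited FPKM values, 1181 of the 1233 listed lower genes (95.8%) were highest in control replicate 2, 27 in control replicate 1 and 23 in control replicate 3. By the ratio of mean FPKM between the groups, 1183 of the listed lower genes (95.9%) were at least 1.5-fold lower in the libraries labelled SMA. Without control replicate 2 this held for 342 genes (27.7%), without control replicate 1 for 97.9% and without control replicate 3 for 97.7% of them. All 3 libraries labelled control lay above all 3 labelled SMA for 358 of the listed lower genes (29.0%), where chance gives 5% in a given direction, and 27 of the 34 listed higher genes had the libraries labelled SMA all above those labelled control. The listed genes and the DEGs above were selected on bulk-seq of these same groups, so that their shares without overlap are no independent test. From the larger number of lower than higher genes in Fig 2B, the paper states that expression is predominantly downregulated in bulk-seq, as it is in most cell types.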

**Fig 2:**
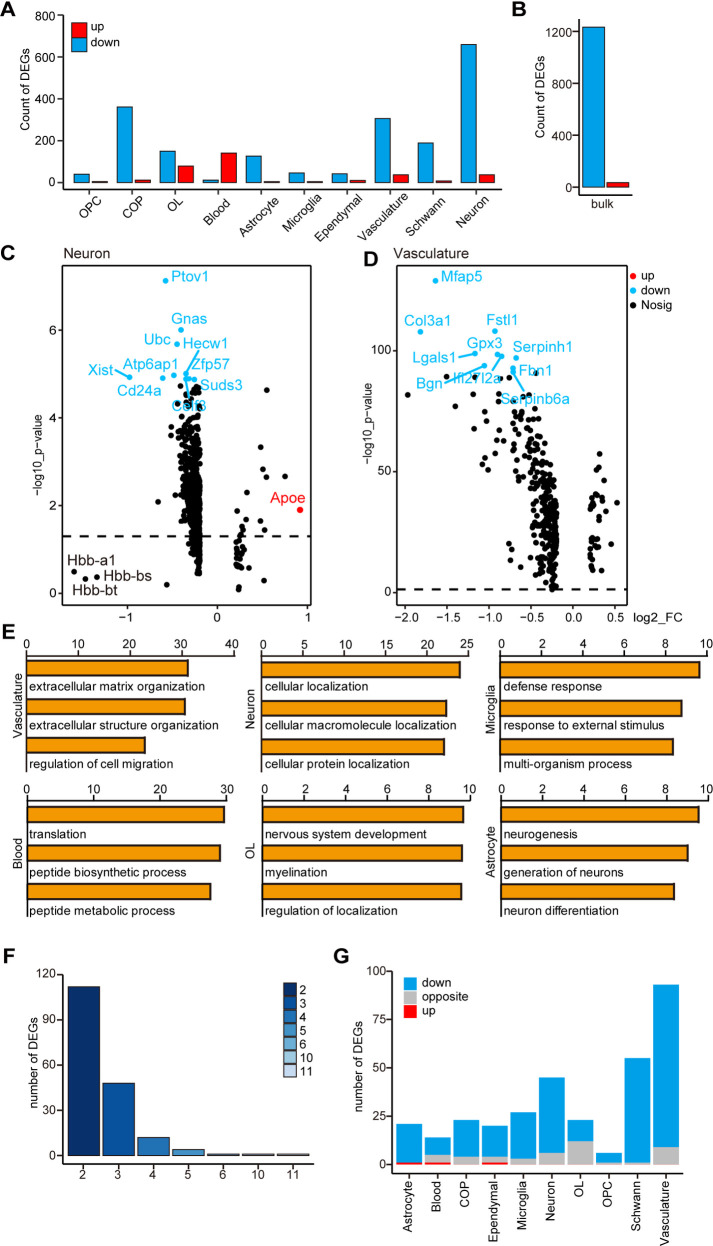
Analysis of DEGs and functions of scRNA-seq and bulk-seq. (A) The number of DEGs in different cell types in scRNA-seq. (B) Number of DEGs in bulk-seq. (C) A volcano plot showing DEGs in neurons. (D) Volcano plot showing DEGs of the vasculature. The x-axis represents logFC, and the y-axis represents log10 p-value. (E) GO analysis of DEGs in several cell types; the x-axis represents log10 p-value. Four cell types are not shown in the figure. The results of Schwann cells, OPCs, and COPs are similar to that of OLs, and the p-value of ependymal cells is >10^−5^. (F) An overlap gene analysis of cell-type-specific DEGs and bulk-seq DEGs; the y-axis represents the number of genes, and the x-axis represents the number of cell types; for example, the column with the column head “3” represents the number of overlapping DEGs of the bulk-seq and two cell types. (G) We analyzed whether the change trends of cell-type-specific DEGs in scRNA-seq and DEGs of bulk-seq are the same; blue indicates the same trend, and both are downregulated, red indicates the same trend, and both are upregulated, and gray indicates opposite trends.

Although neurons had the most DEGs, the fold change was small **(Fig 2C)**. Apoe, a microglial marker gene linked to neurodegenerative diseases like AD [42], was the most differentially upregulated gene. Hbb-a1, Hbb-bs, and Hbb-bt, which encode hemoglobin, were downregulated with the greatest fold in neurons, and their homolog Hbb-b1 was downregulated in another SMA mouse, Smn2B/− [43]. The X inactive specific transcript (Xist), a key regulator of mammalian X chromosome inactivation, was downregulated in most cells.

In vasculatures, a total of 15 genes were downregulated by more than two folds. From greatest to smallest fold changes, they were Timp1, Col3a1, Mfap5, Col1a2, Col1a1, Ccl7, Ccl2, Lgals1, S100a6, Ly6a, Bgn, Rarres2, Dcn, S100a10, and Cxcl1 **(Fig 2D)**. Ccl7 and Ccl2, for example, encode chemokines and act as downstream molecules of axonal SMN to mediate axonal growth [44]. Col3a1, Mfap5, and Dcn are all vascular fibroblast marker genes, implying that fibroblasts are the primary contributors to DEGs in SMA vasculature.

We next analyzed the biological processes (BP) of the DEGs in bulk-seq and each cell type with the Gene Ontology (GO) database. 

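Metabolism was examined with the Reactome Metabolism gene set, of which 1275 genes were tested. The 17 lower DEGs held 4 of them, Tk1, Hmmr, Lum and Gchfr, where 1.27 were expected by chance (one-sided Fisher's exact test, p = 0.0335, adjusted p = 0.151 over the 9 gene sets examined). These genes are named because of their small number, after their values were seen. The number moved most without control replicate 3, to 15 genes. Over the whole set the mean log2 fold change was -0.23 (limma camera, adjusted p = 0.00203 over the 9 sets), and without control replicate 2 it was -0.02 (limma camera, adjusted p = 0.332). Camera compares the set's genes with all other genes tested, at a fixed inter-gene correlation of 0.01. Its p tests neither the mean against 0 nor the spread between libraries. Over all 1420 genes of the set in the files, the mean log2(FPKM + 1) was 3.18, 3.75 and 3.15 in control replicates 1 to 3 and 3.15, 3.15 and 3.14 in SMA replicates 1 to 3, a difference that did not exceed the spread between libraries (exact two-sided permutation test, p = 0.2). The paper's own list of lower bulk-seq DEGs holds 232 of the 1275 genes. In the deposited FPKM values all 232 were highest in control replicate 2, and 35 of them were still at least 1.5-fold lower without that library.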

Multiple metabolism-related GO terms, such as small molecule metabolism process, metabolism process, and organic acid metabolism process, were significantly downregulated in bulk-seq **(S2B Fig)**. DEGs in neuronal cells were mainly enriched in intracellular molecular localization; Schwann cells, astrocytes, and OL lineage cells were mainly enriched in nervous system development and neurogenesis; blood cells were enriched in protein synthesis; microglia were enriched in extracellular stimulus response and defense response; vasculature cells were enriched in altered extracellular components and cell migration **(Fig 2E)**. The majority of these non-neuronal cells’ GO terms were related to the cell membrane or extracellular matrix, implying that cellular communication in the SMA spinal cord is altered.

### Effects of SMN deficiency in different cell types are heterogeneous

We next performed an integrated analysis of data obtained from scRNA-seq and bulk-seq. After comparing DEGs in cell types with bulk-seq and counting the number of overlapping genes, we found that few DEGs appeared in three or more cell types, suggesting that SMN deficiency caused different gene expression changes in different cell types **(Fig 2F)**. In bulk-seq and scRNA-seq, only one DEG, Hbb-bt, was universally down-regulated, and another DEG, Hbb-a1, was downregulated in all cell types except COP **(S2C Fig)**. 

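In bulk-seq, Hbb-bt, a beta-globin gene on chromosome 7 from 103812524 to 103813996, was listed at 90.2, 902 and 51.0 FPKM in control replicates 1 to 3 and at 40.2, 71.5 and 58.9 FPKM in SMA replicates 1 to 3. The mean was 348 ± 480 FPKM (SD, n = 3) in libraries labelled control and 56.9 ± 15.7 FPKM (SD, n = 3) in those labelled SMA, with a log2 fold change of -1.53 (standard error 0.998, adjusted p = 0.683 from limma). The groups overlapped (exact two-sided permutation test, p = 0.3), and without control replicate 2 the log2 fold change was -0.29 (adjusted p = 0.750 from limma). Hba-a1, an alpha-globin gene on chromosome 11 from 32283511 to 32284465 that the paper's text also writes as Hbb-a1, was listed at 617, 5964 and 393 FPKM in control replicates 1 to 3 and at 377, 563 and 411 FPKM in SMA replicates 1 to 3. Its log2 fold change was -1.35 (standard error 0.959, adjusted p = 0.683 from limma), again with overlapping groups, and -0.15 without control replicate 2 (adjusted p = 0.848 from limma). Neither gene met the DEG thresholds in the comparison of the 6 libraries. Both have near-identical paralogs, Hbb-bs and Hba-a2, between which reads can be split.

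**Figure D1:**
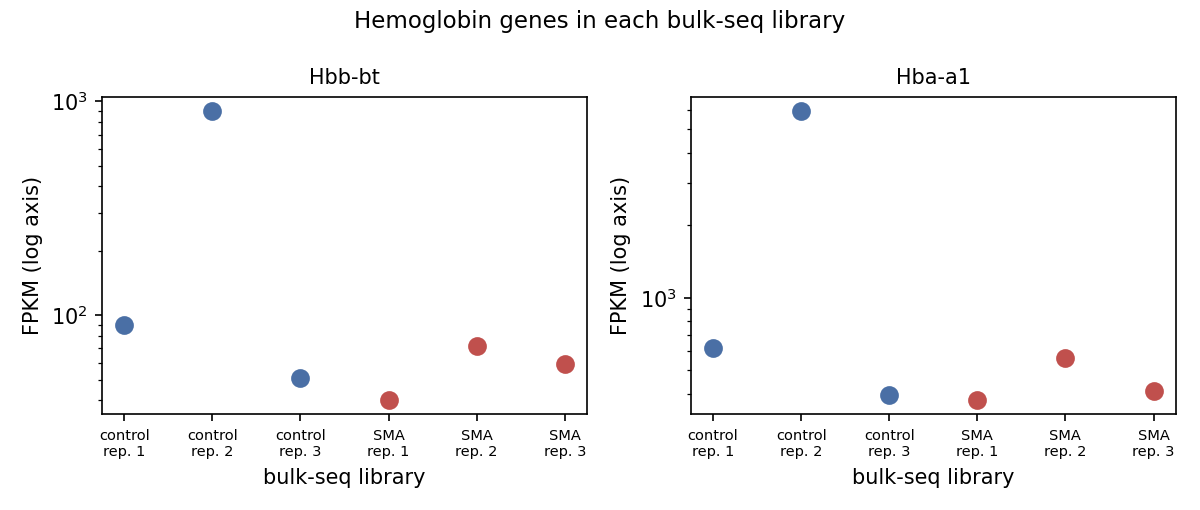
FPKM of Hbb-bt (left) and Hba-a1 (right) on a log axis in each of the 6 bulk-seq libraries, 1 point per library, with libraries labelled control in blue and libraries labelled SMA in red. Control replicate 2 stands at 902 FPKM for Hbb-bt and 5964 FPKM for Hba-a1, and the other 5 libraries lie between 40.2 and 90.2 FPKM and between 377 and 617 FPKM.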

The most significant changes of Hbb-bt and Hbb-a1 were in the OL cells **(S2D Fig)**. Tmsb10 was the only gene that was upregulated in multiple cell types, with the highest expression in neurons and vasculature and with the most significant change in astrocytes **(S2D Fig)**. 

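In bulk-seq, Tmsb10, on chromosome 6 from 72957347 to 72958748, was listed at 74.9, 49.7 and 40.8 FPKM in control replicates 1 to 3 and at 91.5, 93.4 and 103 FPKM in SMA replicates 1 to 3. The mean was 55.1 ± 17.7 FPKM (SD, n = 3) in libraries labelled control and 95.9 ± 6.13 FPKM (SD, n = 3) in those labelled SMA. The log2 fold change was 0.83 (standard error 0.217), with every library labelled SMA above every one labelled control (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Over all genes tested the adjusted p was 0.683 from limma, and over the 3 genes Hbb-bt, Hba-a1 and Tmsb10 alone it was 0.0213. The fold difference stayed under the 2-fold threshold in the comparison of all 6 libraries. Leaving out each library in turn gave log2 fold changes between 0.64 and 1.07, and without control replicate 1 the gene met the DEG thresholds.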

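The DEG tables of 9 cell types in S1 File were compared with bulk-seq, and the vasculature table was not used here. They hold 1925 entries, of which the authors give 1625 as lower in SMA, and 1853 entries are genes tested in bulk-seq. Of these entries, 2 (0.108%) were DEGs in bulk-seq by the thresholds above with the same direction, and both were Gm10076, higher in astrocytes, ependymal cells and bulk-seq. Of the tested entries, 41.0% had the same sign of log2 fold change in bulk-seq, and 53.9% had it without control replicate 2. Of the entries that the authors give as lower, 39.1% were lower in bulk-seq, where 42.0% of all genes tested were lower, and without control replicate 2 the share was 55.4%, where 49.8% of all these genes were lower. By cell type, the share of lower entries that were also lower in bulk-seq ranged from 27.2% in neurons to 86.0% in microglia over all 6 libraries. Without control replicate 2 it ranged from 47.2% in neurons to 70.2% in Schwann cells, and was 55.8% in microglia. The neuron table used here held 696 entries, fewer than the number of neuron DEGs that the paper gives. The values for neurons and for the 9 tables together rest on these entries. Among the authors' own bulk-seq DEGs, 114 entries of the 9 cell-type tables recur, 96 of them with the same direction and 93 lower in both. In the deposited FPKM values, 103 of these 114 entries were highest in control replicate 2. The 114 cover only the tables as used here and were not reconciled with the numbers drawn in Fig 2G.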

Most cell-type-specific DEGs were downregulated as shown in bulk-seq, and the vasculature matched the highest DEG numbers with bulk-seq **(Figs 2G and S2C)**.

The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis revealed that most enriched pathways were only found in a small number of cell types or bulk-seq. Only two pathways, amino acid biosynthesis and phagocytosis, were significantly enriched in both bulk-seq and six cell types. 

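In bulk-seq, none of the 66 tested genes of amino acid biosynthesis and none of the 103 tested phagosome genes were among the 17 lower DEGs (one-sided Fisher's exact test, adjusted p = 1 for both). Chance would give 0.07 and 0.10 genes, so counts of 0 cannot decide on enrichment. At an unadjusted p under 0.05, 2 amino acid biosynthesis genes were lower and 3 higher, and 4 phagosome genes were lower and 3 higher. Without control replicate 2, 6 amino acid biosynthesis genes were lower and 4 higher, and 7 phagosome genes were lower and 10 higher. The mean log2 fold change over the set was -0.30 for amino acid biosynthesis (limma camera, adjusted p = 0.123 over the 9 sets) and -0.20 for the phagosome (limma camera, adjusted p = 0.0301). Without control replicate 2 these means were -0.01 (limma camera, adjusted p = 0.729) and -0.03 (limma camera, adjusted p = 0.569). The mean log2(FPKM + 1) of all 69 amino acid biosynthesis genes in the files was 3.85, 4.66 and 3.82 in control replicates 1 to 3 and 3.78, 3.86 and 3.83 in SMA replicates 1 to 3 (exact two-sided permutation test, p = 0.5). For all 122 phagosome genes it was 3.35, 3.81 and 3.31 in control replicates 1 to 3 and 3.33, 3.30 and 3.28 in SMA replicates 1 to 3 (exact two-sided permutation test, p = 0.2). The paper's list of lower bulk-seq DEGs holds 15 of the amino acid biosynthesis genes and 20 of the phagosome genes, and all of these were highest in control replicate 2 in the deposited FPKM values.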

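For fatty acid degradation, 43 genes were tested in bulk-seq and 0 were among the 17 lower DEGs, with 1 gene lower and 0 higher at an unadjusted p under 0.05. For the peroxisome, 82 genes were tested and 0 were among the lower DEGs, again with 1 gene lower and 0 higher at an unadjusted p under 0.05. Chance would give 0.04 fatty acid degradation genes and 0.08 peroxisome genes among the 17, so counts of 0 cannot decide on enrichment. Without control replicate 2, 3 fatty acid degradation genes were lower and 0 higher, and 4 peroxisome genes were lower and 3 higher. As whole sets, fatty acid degradation genes had a mean log2 fold change of -0.58 (limma camera, adjusted p = 2.2e-06 over the 9 sets) and peroxisome genes of -0.36 (limma camera, adjusted p = 2.97e-04). Without control replicate 2 the means were -0.05 (limma camera, adjusted p = 0.254) and -0.03 (limma camera, adjusted p = 0.273). The mean log2(FPKM + 1) of all 49 fatty acid degradation genes in the files, tested or not, was 2.91, 4.41 and 2.93 in control replicates 1 to 3 and 2.92, 2.89 and 2.84 in SMA replicates 1 to 3 (exact two-sided permutation test, p = 0.2). For all 85 peroxisome genes it was 3.17, 4.15 and 3.19 in control replicates 1 to 3 and 3.15, 3.17 and 3.14 in SMA replicates 1 to 3, with every library labelled SMA below every one labelled control (exact two-sided permutation test, p = 0.1, the smallest p possible here). Without control replicate 1, 4 peroxisome genes were among the lower DEGs (one-sided Fisher's exact test, adjusted p = 0.0024). The paper's list of lower bulk-seq DEGs holds 24 of the fatty acid degradation genes and 28 of the peroxisome genes. All of these were highest in control replicate 2, and 2 and 1 of them respectively were still at least 1.5-fold lower without that library.

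**Figure D2:**
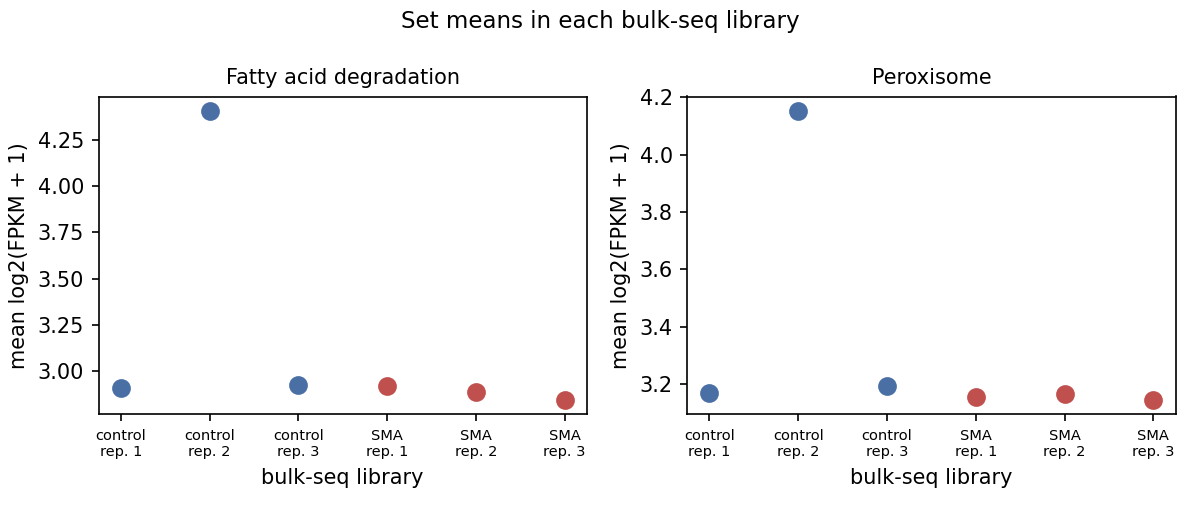
Mean log2(FPKM + 1) over the 49 genes of fatty acid degradation (left) and the 85 of the peroxisome (right) in each of the 6 bulk-seq libraries, 1 point per library, with libraries labelled control in blue and libraries labelled SMA in red. Control replicate 2 stands at 4.41 and 4.15, and the other 5 libraries lie between 2.84 and 2.93 and between 3.14 and 3.19.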

Two pathways, fatty acid degradation and peroxisome functions, were significantly enriched only in bulk-seq **(S2E Fig)**. Though OPCs had a large number of DEGs, only the phagocytosis pathway was observed in the bulk-seq data. Notably, the differential pathways in the vasculature and microglia were the most similar to those found in bulk-seq, with overlaps in >50% of the pathways **(S2E Fig)**.

Our findings suggest that the DEG number, magnitude of DEG changes, and downstream pathways of genes affected by SMN deficiency varied in different cell types; bulk-seq was unable to adequately capture gene expression changes in single cell types; DEGs in the vasculature were the most similar to those found in bulk-seq.

### Cell–cell communications are reduced in the spinal cord of SMA mice

We used CellChat to analyze the communication network among spinal cord cells of control and SMA mice. CellChat offers two analysis methods based on the ligand–receptor pair: one uses secreted signaling interactions (SSIs) and the other uses cell–cell contact interactions (CCIs) [45]. Schwann and blood cells were removed because of their location in the peripheral nervous system and the low number of genes detected. The overall CCIs in the spinal cord of SMA mice were significantly weakened, with a 50% and 30% reduction in the number and strength of interactions, respectively **(Fig 3A)**. OPCs, COPs, and astrocytes were the cell types with the greatest reduction in CCIs, both in number and strength, whereas microglia had the least significant reduction **(Fig 3B and 3C)**. The interactions between OPCs, COPs, and neurons were affected the most **(Fig 3B and 3C)**. In terms of the number and strength of interactions, SSIs in the spinal cord of SMA mice were reduced by 31% and 23%, respectively **(Fig 3D)**. Vasculatures, OPCs and astrocytes had the most significant reduction in the number of interactions, and OPCs COPs and astrocytes had the most significant reduction in the strength of interactions **(Fig 3E and 3F)**. In SMA, the number and strength of SSIs decreased in most cell types, but increased in microglia **(Fig 3E and 3F)**, which could be related to the activation of microglia previously reported [46].

**Fig 3:**
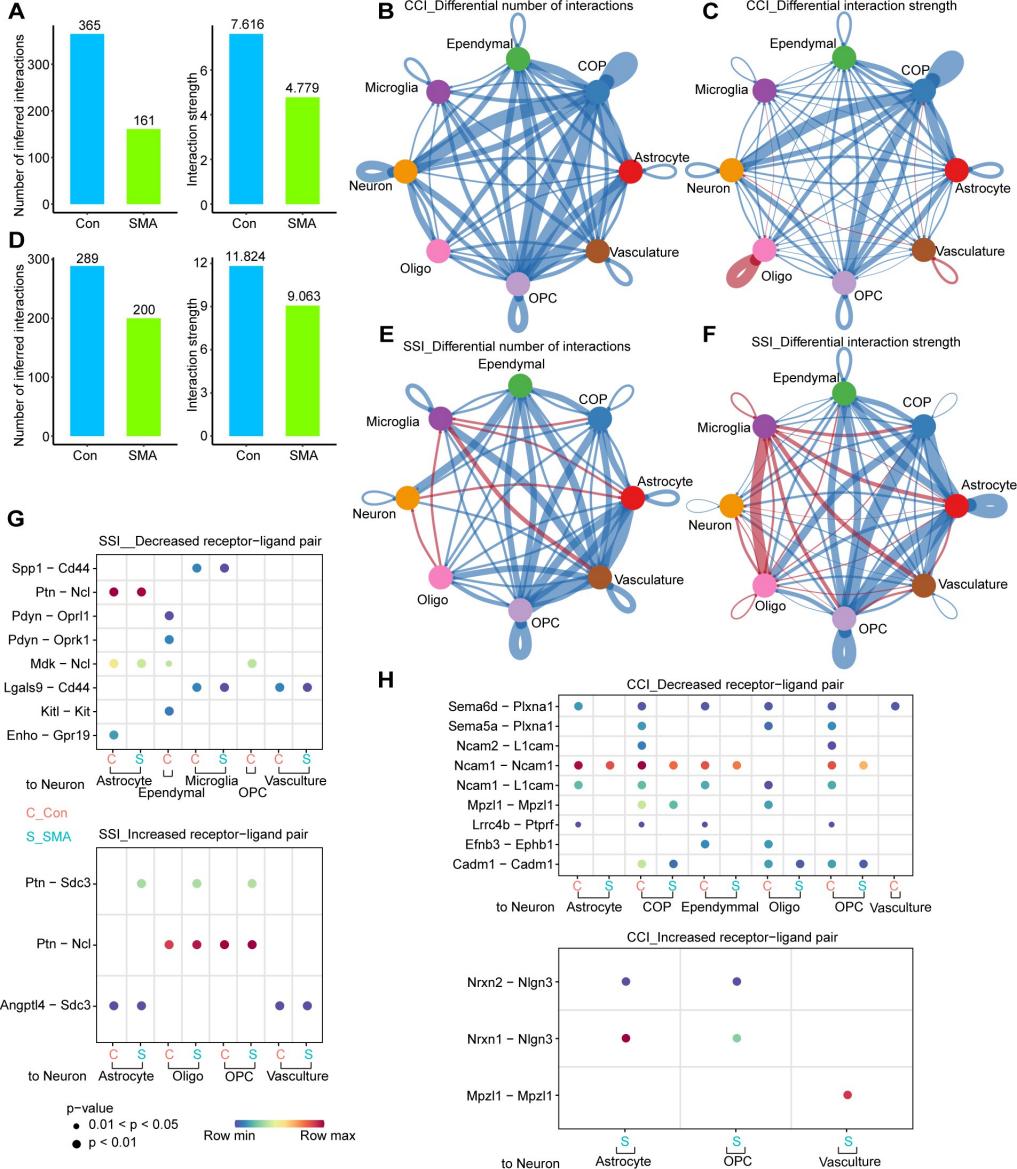
Cell-cell communications are reduced in the spinal cord of SMA mice. (A) Overall number and strength of cell-cell communications based on CCIs. (B, C) Differences in the (B) number and (C) strength of CCIs communications of various cell types between SMA mice and control mice. The blue line indicates decreased communications, and the red line indicates increased communications. The thicker the line, the greater the difference. (D) Overall number and strength of cell-cell communications based on SSIs. (E, F) Differences in the number (E) and strength (F) of SSIs communications of various cell types between SMA and control mice. The blue line indicates decreased communications, and the red line indicates increased communications. The thicker the line, the greater the difference. (G, H) Receptor–ligand pairs that differ significantly between SMA and controls based on SSIs (G) and CCIs (H).

Regardless of CCIs or SSIs, astrocytes were one of the cell types with the most pronounced decrease in cell–cell communications in SMA. Nineteen SSI-based interactions in SMA were weakened as to the communications of astrocytes with other cell types: Vegfb-Vegfr1, Ptn-Sdc2/3, Ptn-Ncl, Ptn-Ptprz1, Psap-Gpr37l1, Psap-Gpr37, Pgf-Vegfr1, Mif-Ackr3, Mdk-Sdc2/4, Mdk-Ptprz1, Mdk-Ncl, Mdk-Lrp1, Mdk-(Itga6+Itgb1), Enho-Gpr19, Angptl4- Sdc2/4 and Angptl4-Cdh11. Among them, Vegfb-Vegfr1, Pgf-Vegfr1, Mif-Ackr3 and Angptl4-Sdc2 were vasculature-specific interactions. In addition, Mdk-Ncl was weakened in all cell types **(S3A Fig)**. Nine interactions were stronger in SMA: Tgfb2-(Tgfbr1+Tgfbr2), Ptn-Sdc3/4, Ptn-Ncl, Psap-Gpr37, Mdk-Sdc4, Angptl4-Sdc3/4 and Angptl4-Cdh5 **(S3A Fig)**. Twenty CCI-based interactions, Sema6d-Plxna1, Nrxn1/2/3-Nlgn1/2/3, Ncam1-Ncam1/2, Ncam1-L1cam, Ncam1-Fgfr1, Lrrc4b-Ptprf, Jam2-Jam2/3, Jam2-F11r, Jam2-(Itgav+Itgb1), and App-Cd74, were weaker in SMA. These pairings were most frequently weakened in astrocytes interactions with OPCs and COPs **(S3B Fig)**. Three pairings of astrocytes communication with other cell types, Nrxn1/2-Nlgn3 and Cdh2-Cdh2, were strengthened in SMA **(S3B Fig)**. We noticed that some receptor-ligand pairings had different trends among different SMA cell types, again illustrating the heterogeneity of different cell type affected by SMA.

We were particularly interested in changes in neuronal communications with other cell types. In SMA, eight SSI-based interactions were weakened: Spp1-Cd44, Ptn-Ncl, Pdyn-Oprl1, Pdyn-Oprk1, Mdk-Ncl, Lgals9-Cd44, Kitl-Kit and Enho-Gpr19. Three SSI-based pairings were strengthened, with the Ptn-Sdc3 was only detected in SMA and not in controls **(Fig 3G)**. Nine CCI-based pairings, Sema6d-Plxna1, Sema5a-Plxna1, Ncam2-L1cam, Ncam1-Ncam1, Ncam1-L1cam, Mpzl1-Mpzl1, Lrrc4b-Ptprf, Efnb3-Ephb1 and Cadm1-Cadm1, were weakened in SMA. Among them, Sema–Plxna and Ncam-Licam interactions were only found in control but not SMA **(Fig 3H)**. Three pairings, Nrxn1-Nlgn3, Nrxn2-Nlgn3 and Mpzl1- Mpzl1, were strengthened in SMA and they were SMA specific **(Fig 3H)**.

### Identify cell subtypes and their DEGs

We next subdivided each cell type into subtypes. Astrocytes were divided into five clusters after dimensionality reduction **(Fig 4A)**. AS-2 had progenitor cell characteristics because its markers included cell cycle–related genes like Cdca8 and Stmn1 and were significantly enriched in the cell cycle pathway **(S4A and S4B Fig)**. AS-1 and AS-4 were defined as mature astrocytes because their marker genes were mostly found in the ribosome. The main difference between the two subtypes was that the main function of AS-1 was biased toward intracellular signal transduction, whereas AS-4 was more microglia-like, with high C1qa, C1qb, and Tyrobp expression **(S4A and S4B Fig)**. AS-3 was similar to a blood cell. Although AS-0 had the most cells, it was unable to be functionally defined due to a lack of signature genes.

**Fig 4:**
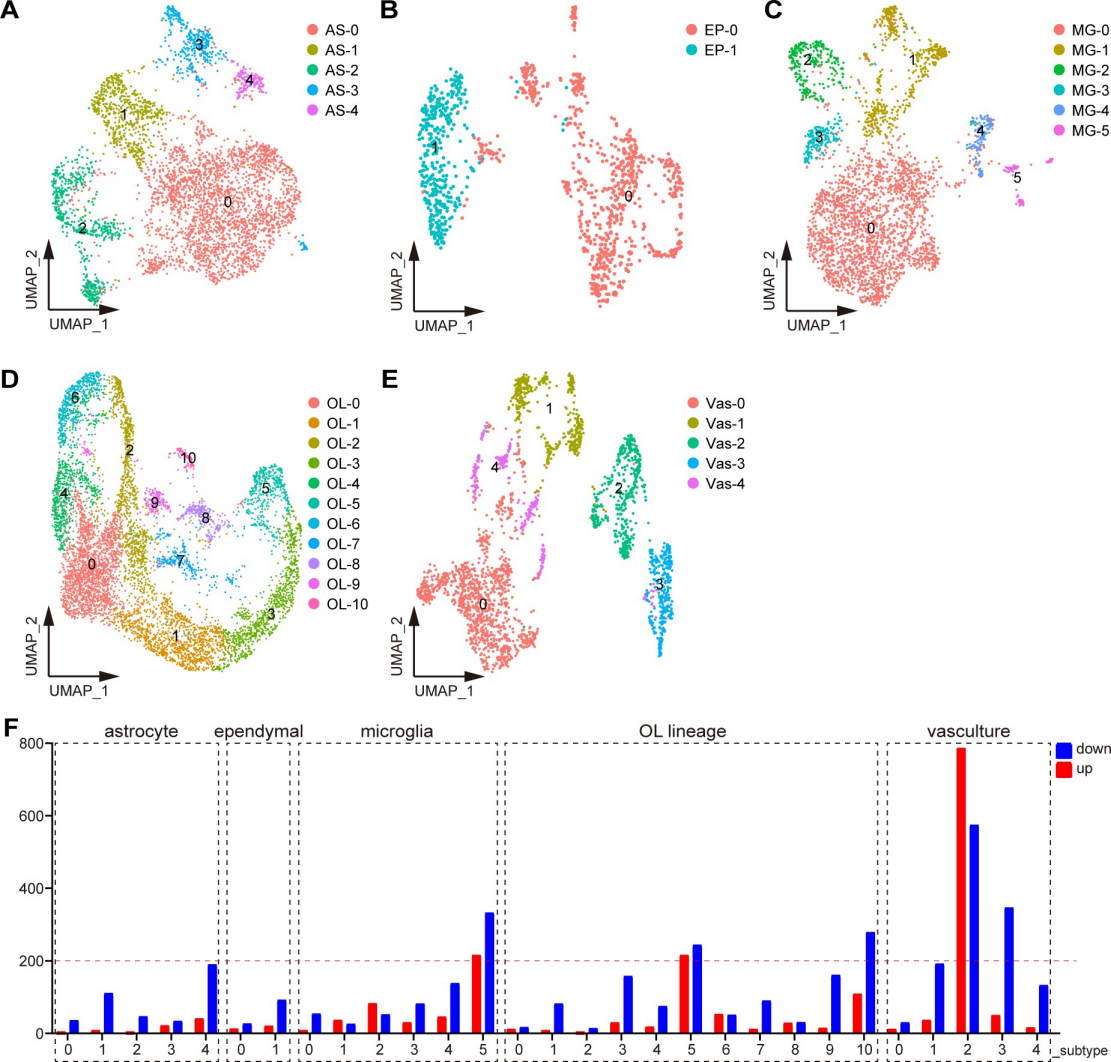
Identify cell subtypes and their DEGs. (A–E) Analysis of cell subtypes of (A) astrocytes, (B) ependymal cells, (C) microglia, (D) OL lineages, and (E) vasculature by UMAP. (F) Number of DEGs for each cell subtype.

Ependymal cells, which lines the central canal of the spinal cord, has a variety of functions. This population was dimensionally reduced into two clusters, with Ep-0 enriched for secretion and Ep-1 enriched for metabolism **(Figs 4B and S4C and S4D)**.

Microglia were classified into six subtypes **(Fig 4C)**. Of these, MG-0 was the most abundant, expressing most genes associated with microglial homeostasis, such as Cx3cr1, Trem2, and P2ry12, but it did not have specific markers compared to other subpopulations. Markers of the MG-1 subtype can be significantly enriched in the metabolic pathway, and thus MG-1 was defined as the metabolic microglia. The characteristic genes of MG-2 were Birc5, Cdca8, and Stmn1, and their functions were significantly enriched in the cell cycle and DNA replication pathways, and thus MG-2 was defined as dividing microglia. MG-3 cannot be functionally defined due to too few marker genes available. MG-4 specifically expressed Pf4, F13a1, and Lyve1, and these marker genes were enriched in the phagocytosis and endocytosis pathways, and thus MG-4 was defined as phagocytic microglia. MG-5 expressed the marker genes S100a11 and S100a6, which were significantly clustered in cell migration and cell adhesion, and was defined as migrating microglia **(S4E and S4F Fig)**.

Eleven OL lineage subtypes were identified **(Fig 4D)**. OL-5 was highly expressed with Mag, Mbp, and Mog, which were typical markers of myelinating OL. Markers in the axon guidance pathway were significantly enriched in OL-3, just as they were in OL5. However, because OL-3’s expression of myelin markers was low, it was classified as a non-myelinating mature OL. OL-1 was specifically expressed with Bmp4 and Nkx2–2, which was defined as COPs. OL-2, OL-4, OL-6, and OL-10 were defined as OPCs because they were enriched with the cell cycle pathway, with OL-4 and OL-6 being OPCs with a robust dividing capacity. Although the cell cycle pathway was not enriched in OL-0, this subtype expressed OPC markers such as Pdgfra and Cspg5, and was therefore classified as OPCs **(S4G and S4H Fig)**.

Vasculatures contained five subtypes **(Fig 4E)**. Vas-0 and Vas-4 shared overlapping markers and had high levels of Cldn5, Pglyrp1, and Egfl7, all of which are markers for endothelial cells. The marker genes of Vas-1 were Rgs5 and Myl9, which were significantly enriched in the thermogenesis and oxidative phosphorylation pathways. Therefore, Vas-1 was defined as pericytes. Vas-2 and Vas-3, enriched with similar pathways, were defined as perivascular fibroblast subtypes as they both expressed Col3a1 and Dcn. The difference was that Vas-2 markers were significantly enriched with inflammation-related pathways such as interleukin-17 and tumor necrosis factor, whereas Vas-3 markers were not **(S4I and S4J Fig)**.

We compared the DEGs for each cell subtype in SMA and control mice. Vas-2 had 1362 DEGs, which is significantly higher than other subtypes, implying that Vas-2 is the most severely defective cell subtype in SMA mice’s spinal cord **(Fig 4F)**. MG-5, OL-5, OL-10, and Vas-3 also contained numerous DEGs, with 549, 460, 388, and 397, respectively **(Fig 4F and S2 File)**.

### Altered gene expression of glial cell subtypes in the SMA spinal cord

We started by looking at changes in the numbers of major glial cells. No significant differences in cell numbers were observed in the subpopulations of the OL lineage and astrocytes in SMA compared to controls **(S5A and S5B Fig)**. However, the cell number of the migrating microglia MG-5 was reduced by approximately two-third in SMA mice compared with control mice **(S5C Fig)**. Although MG-5 has the most DEGs among the microglia subpopulation, neither the fold nor the p-value of the DEG changes were significant **(Fig 5A)**. Functional analysis revealed that downregulated genes in MG-5 in SMA were mainly associated with immune system response, translation, and RNA splicing, while upregulated genes were not functionally significant **(Fig 5B)**.

**Fig 5:**
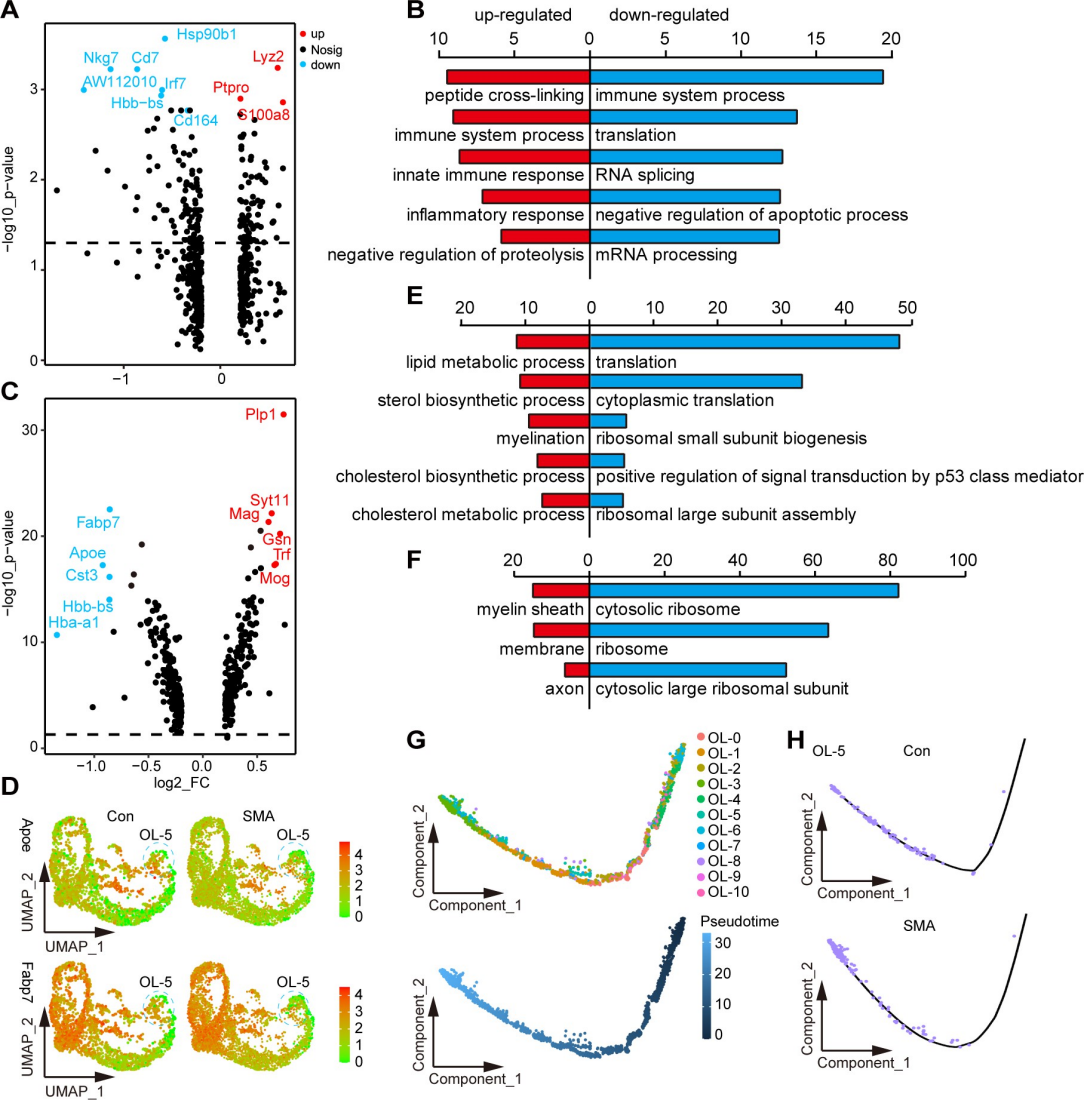
Altered gene expression of glial cell subtypes in the SMA spinal cord. (A) Volcano plot of DEGs in MG-5 subpopulations. (B) BP analysis of DEGs in MG-5 subtypes; the top 5 most significant terms are shown: red indicates upregulated terms, and blue indicates downregulated terms. (C) Volcano plot of DEGs in OL-5 subpopulations. (D) Signature DEGs expression of OL-5. (E, F) BP and cellular component analysis of DEGs in OL-5; the top 5 most significant terms are shown. (G) The position of each subtype of OL lineage on the pseudo time trajectory maturing from right to left. (H) Pseudo time trajectory of OL-5 in SMA and control mice.

OL-5 was the OL lineage subtype with the most DEGs, the most significant of which were Apoe and Fabp7 **(Fig 5C and 5D)**. Apoe encodes a member of the apolipoprotein A1/A4/E family, and its polymorphism is the strongest genetic risk factor for AD [47]. Fabp7 encodes a member of the fatty acid-binding protein family, which can bind to fatty acids, a crucial component of myelin [48,49]. The BP analysis of DEGs revealed that downregulated DEGs were mainly related to protein synthesis, whereas upregulated DEGs were mainly enriched in myelination-related pathways **(Fig 5E)**. Consistently, the cellular component analysis of DEGs revealed that downregulated and upregulated genes were mainly localized to the ribosome and myelin sheath, respectively **(Fig 5F)**.

We performed a pseudotime analysis of OL lineage in SMA and control mice **(Fig 5G)** and found that the OL-5 of SMA was more mature in the trajectory than that of controls, which was consistent with the results of the BP analysis **(Fig 5E and 5H)**. Similarly, OL-0, OL-2, OL-4 and OL-10 cells appeared to be more mature, whereas OL-1 and OL-3 appeared less mature in SMA in the trajectory **(S5D Fig)**. Our results suggested that the maturation states of OL lineage cells may be affected in SMA mice.

### Subpopulation of perivascular fibroblasts was drastically reduced in SMA spinal cord

The Vas-2 subtype in SMA was drastically reduced **(Fig 6A)**. Both Vas-2 and Vas-3 were fibroblast subpopulations, and SMA selectively reduced the number of Vas-2 while leaving Vas-3 cells alone **(Fig 6A and 6B)**. Most fibroblast markers were downregulated in Vas-2, such as Col3a1, Col1a1, Dcn, and Fn1 **(Fig 6C)**. The gene with the greatest fold differential expression was Col3a1, which was downregulated nearly 4-fold **(Fig 6C and 6D)**. In addition, Rarres2, the gene encoding the angiogenesis regulator Chemerin, was downregulated by >2-fold in this cell subpopulation [50] **(Fig 6C and 6E)**. Notably, these DEGs that were significantly altered in both Vas-2 and Vas-3 fibroblast subtypes overlapped slightly **(Fig 6F)**, again indicating that the effects of SMN deficiency were cell-type specific.

**Fig 6:**
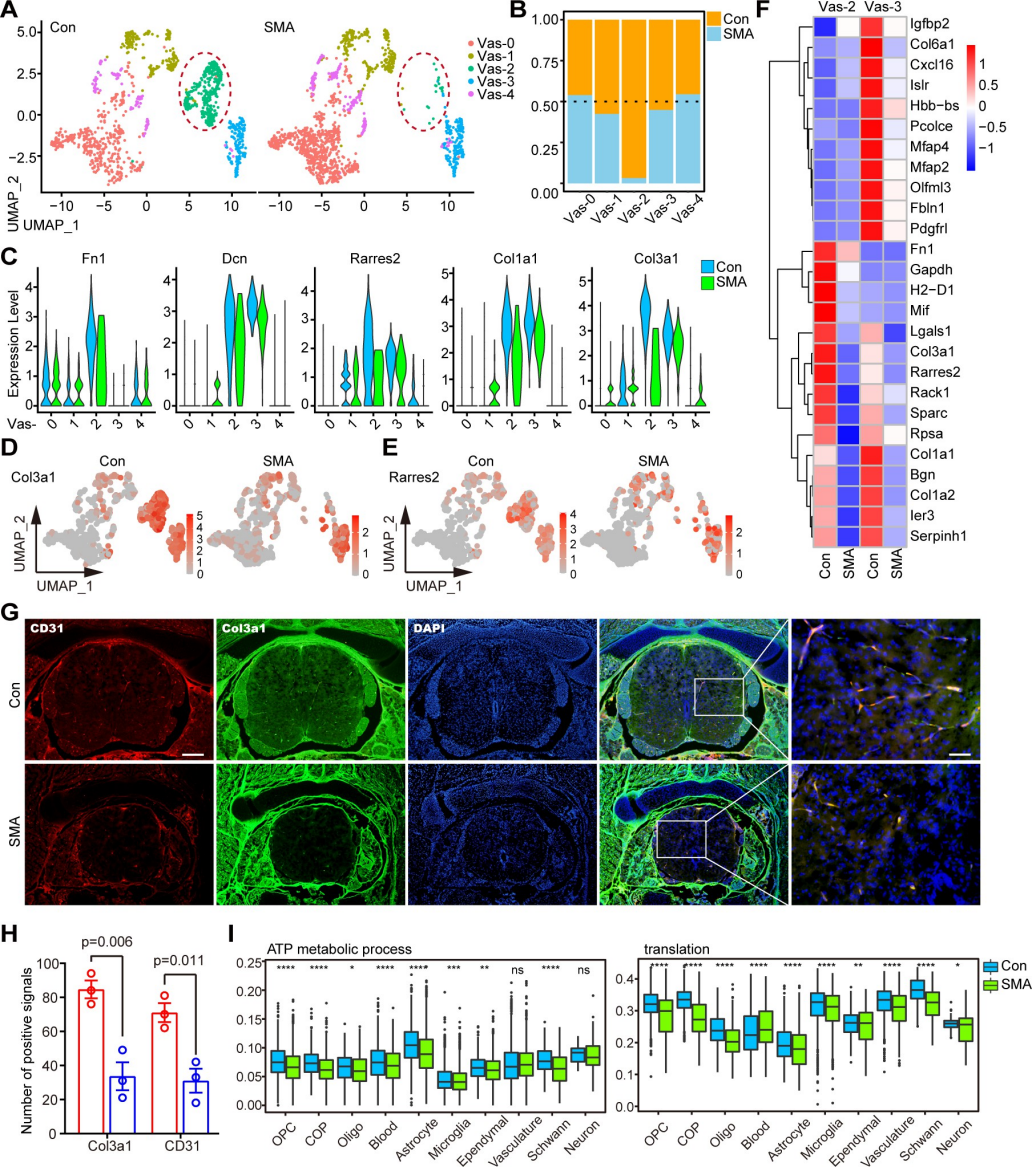
Subpopulation of perivascular fibroblasts was drastically reduced in SMA spinal cord. (A) UMAP visualization showing the subtypes of vasculature in control and SMA mice. Vas-2 is marked by red circles. (B) Comparison of the cell numbers of various subtypes in the vasculature of SMA and control mice. (C) Violin plots showing the expression of fibroblast marker genes in vasculature subtypes. (D, E) UMAP visualization showing the expression of Col3a1 and Rarres2 in the vasculature of SMA and control mice. (F) Expression analysis of the top 13 most significant DEGs in two fibroblast subtypes, Vas-2 and Vas-3. (G) Immunofluorescence staining of spinal cord transections in SMA and control mice. Here, 4’,6-diamidino-2-phenylindole (DAPI)-labeled nuclei are indicated in blue, Col3a1-labeled fibroblasts are indicated in green, and CD31-labeled vascular endothelial cells are indicated in red. Bar = 200μm (left) and 50 μm (right). (H) Statistical results of staining for CD31 and Col3a1. The P-value is calculated by Student’s t-test, n = 3, bars represent the mean with SEM. (I) Expression analysis of protein synthesis (translation) and energy metabolism (ATP metabolic process) pathways of various cell types in SMA and control mice. p-values were calculated through the t-test, ns: p > 0.05, *: p < 0.05, **: p < 0.01, ***: p < 0.001, ****: p < 0.0001.

We performed immunofluorescence experiments to identify the changes in the vasculature cells. Pecam1/CD31 and Col3a1 were blood vessel and fibroblast markers, respectively [21]. CD31 and Col3a1 were nearly 100% co-localized **(Fig 6G)**, indicating that vascular endothelial cells and fibroblasts coexisted in a spatial and functionally relevant manner, consistent with fibroblasts’ potential role as vessel supporting cell [51,52]. Notably, along with the reduction of CD31 in the spinal cord of SMA at P4 [21], the expression of Col3a1 was dramatically decreased **(Fig 6G and 6H)**. When combined with our scRNA-seq data, this suggests that Vas-2 deficiency as a supporting cell may play a role in the vascular defects seen in SMA mice [21,51,52]. 

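For the entire tissue, bulk-seq gave a mean log2 fold change of 0.03 over 80 nuclear genes of oxidative phosphorylation (limma camera, adjusted p = 0.864 over the 9 gene sets) and of -0.01 over 85 cytosolic ribosomal protein genes (limma camera, adjusted p = 0.111). These gene sets differ from the pathways that the paper scored, which it names ATP metabolic process and translation. The library means of log2(FPKM + 1) for all 84 genes of oxidative phosphorylation in the files were 5.21, 5.04 and 5.11 in control replicates 1 to 3 and 5.11, 5.16 and 5.19 in SMA replicates 1 to 3 (exact two-sided permutation test, p = 0.6). For all 87 ribosomal protein genes they were 6.46, 6.56 and 6.17 in control replicates 1 to 3 and 6.42, 6.37 and 6.38 in SMA replicates 1 to 3 (exact two-sided permutation test, p = 1). Neither difference exceeded the spread between libraries, and both changed sign without control replicate 2, to -0.01 for oxidative phosphorylation and 0.07 for ribosomal proteins (limma camera, adjusted p = 0.0485), while without control replicate 3 the ribosomal mean was -0.13 (limma camera, adjusted p = 2.88e-09). The 13 genes of the mitochondrial genome had a mean log2 fold change of 0.34, with library means of 8.77, 9.10 and 8.36 in control replicates 1 to 3 and 9.07, 9.01 and 9.15 in SMA replicates 1 to 3 (exact two-sided permutation test, p = 0.3). Without control replicate 2 their mean log2 fold change was 0.52, with every library labelled SMA above both labelled control (exact two-sided permutation test, p = 0.1, the smallest p possible), and without control replicate 3 it was 0.14. Many ribosomal protein genes have processed pseudogenes with which reads can be shared.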

Consistently, we observed a downregulation in the energy metabolism or protein synthesis pathways across all cell types and the entire tissue **(Figs 6I and S6)**. This could we be due to the hypoxic environment caused by vessel defects [21].

## Discussion

Although motor neuron degeneration is a hallmark feature of SMA, increasing evidence suggests that SMA is a systemic disease caused by SMN protein deficiency [53]. Hua et al. confirmed that SMA is a non-cell-autonomous defect of motor neurons caused by non-motor neuron cytopathies [54]. However, the cell types in the spinal cord affected by SMA and the extent of involvement of the SMN protein in the different cell types are unexplored. Here, we used scRNA-seq and bulk-seq to analyze the genes and cell subpopulations affected in the spinal cords of severe SMA mice on P4 and attempted to fill the aforementioned knowledge gap. The information provided by this study on the dysregulation of various spinal cord cell types in SMA mice may be useful in the future development of cell type-specific therapeutic targets.

In particular, we defined 10 cell types, including OPCs, OLs, COPs, neurons, Schwann cells, blood cells, astrocytes, microglia, ependymal cells, and vasculatures, and analyzed their DEGs caused in SMA. Compared with the bulk-seq data reported previously, this study is an advance in accurately identifying gene expression alterations in each cell type in the SMA spinal cord [22,55–59]. Several studies have used laser capture microdissection to isolate motor neurons and glial cells, which greatly improved the purity of individual cell types, but this still did not completely rule out interference from other cell types [23,25,43,60]. DEGs differ across cell types, suggesting the specific cellular responses of SMN protein deletion.

In this study, the downregulation of hemoglobin genes (Hba-a1 and Hbb-bt) was observed in most cell types and bulk-seq. 

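The paralogs of these genes had the same pattern across the bulk-seq libraries. Hbb-bs was listed at 661, 7026 and 433 FPKM in control replicates 1 to 3 and at 424, 694 and 587 FPKM in SMA replicates 1 to 3, with a log2 fold change of -1.18 over all 6 libraries and 0.06 without control replicate 2. Hba-a2 had a log2 fold change of -1.53 over all 6 libraries and -0.32 without control replicate 2. Over 17 erythroid genes, the mean log2(FPKM + 1) was 2.90, 6.15 and 2.42 in control replicates 1 to 3 and 2.15, 2.44 and 2.35 in SMA replicates 1 to 3 (exact two-sided permutation test, p = 0.2).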

Hemoglobin is known for binding oxygen in red blood cells, but they are also present in neurons and glial cells [61,62]. Studies have confirmed that the downregulation of hemoglobin gene expression is associated with neurodegenerative diseases, such as AD and MS [63,64]. In the spinal cord of SMAΔ7 mice, the hemoglobin-encoding genes Hbb-b2 and Hbb-b1 were downregulated by 2.6-fold at 7 days after birth [56]. Significant recovery of hemoglobin subunit alpha was observed in the cerebrospinal fluid of SMA patients treated with nusinersen [65]. Hemoglobin-encoding genes were not significantly altered in SMN knockout Hela cells, suggesting that they are not direct downstream molecules of SMN and may be the result of reduced cellular oxygen metabolism [22].

The bulk-seq and microarray data of type I Taiwanese SMA mice spinal cord showed that only a few genes were altered in presymptomatic mice (P1), whereas numerous gene expression changes were observed in the late stage of the disease (P5) [22,57]. P4 is considered an intermediate state in disease progression and has received less attention before. In the P4 spinal cord of SMA mice, both scRNA-seq and bulk-seq revealed that the number of downregulated genes was much greater than the number of upregulated genes, a pattern that differed from that of P5. The cell division pathway and axon guidance genes were significantly downregulated in the P5 spinal cord, which was not observed in the P4, indicating that SMA pathogenesis undergoes great physiopathological changes from the middle stage to the late stage [22]. 

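At P4, 101 cell division genes were tested in bulk-seq, and 2 of them, Tk1 and Ccnb1, were among the 17 lower DEGs (one-sided Fisher's exact test, adjusted p = 0.0400 over the 9 gene sets). Both names are given because of the small number, after the values were seen. Without control replicate 2 none of them was a lower DEG, with 20 genes lower and 1 higher at an unadjusted p under 0.05. Over the whole set the mean log2 fold change was -0.60 (limma camera, adjusted p = 1.15e-28) and -0.27 without control replicate 2 (limma camera, adjusted p = 1.66e-14). These camera p-values treat the genes as nearly uncorrelated and do not measure the spread between libraries, for which the permutation test below stands. The paper's list of lower bulk-seq DEGs holds 57 of the cell division genes. All 57 were highest in control replicate 2 in the deposited FPKM values, and 17 were still at least 1.5-fold lower without that library. The mean log2(FPKM + 1) was 2.05, 3.01 and 1.96 in control replicates 1 to 3 and 1.87, 1.60 and 1.75 in SMA replicates 1 to 3, so that every library labelled SMA lay below every one labelled control (exact two-sided permutation test, p = 0.1, the smallest p possible, and p = 0.2 without control replicate 2). Of the axon guidance genes, 114 were tested and 1, Cxcl12, was among the lower DEGs (one-sided Fisher's exact test, adjusted p = 0.323). Their mean log2 fold change was 0.07 (limma camera, adjusted p = 0.0301) and -0.02 without control replicate 2 (limma camera, adjusted p = 0.929), with library means, over all 115 genes of the set in the files, that overlapped between the groups (exact two-sided permutation test, p = 0.8).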

Most of the down-regulated pathways in the P4 spinal cord are metabolically related, consistent with the widespread metabolic dysregulation observed in SMA that has been demonstrated [66].

Normal communication between the various cell types of the spinal cord is required for the maintenance of neuronal structure and function, particularly during development [67]. Dysregulation of intercellular communication may contribute to SMA [68]. CellChat analysis revealed that intercellular communication in the SMA mice’s spinal cord was reduced in both number and intensity. Astrocytes are one of the cell types with the most marked reduction in cell-to-cell communications in SMA. A study using *in vitro* culture systems revealed abnormal interactions between astrocytes and motor neurons in SMA [19]. Furthermore, significant changes in communication between the cell types OPC and COP have been observed, but no study has yet confirmed whether this has an impact on SMA. Several ligand–receptor pairs were found to be differentially expressed in SMA and control mice. Ncam and L1cam are shown downregulated in SMA patients or motor neuron disease cell models, consistent with our finding of weakened interactions between the two [69–71]. Although it is unclear whether these ligand-receptor pairs play a role in SMA pathogenesis, they still provide potential topics for follow-up research.

Numerous studies have focused on transcriptome alterations in SMA motor neurons. In addition to the aforementioned laser capture microdissection, several studies have analyzed the transcriptome of motor neurons produced from SMA patient-derived induced pluripotent stem cells. Although both Giacomo P Comi’s and Lee L Rubin’s teams obtained high-purity Hb9 positive cells, the DEGs and pathways discovered in the two studies were not identical due to differences in cell sources and different induction techniques [26–28]. There are numerous subtypes of motor neurons [72]. Ling et al. found that motor neurons do not innervate all muscles equally in mice with severe SMA in the late stages of the disease, but selectively denervate some of them (e.g., axial and appendicular muscles) [73]. Another study revealed that SMN have different roles in maintaining the integrity of central and peripheral synapses [74]. Therefore, different neuron types may play different roles in SMA. However, only a small number (0.46%) of neuronal cells were identified in this study, which is insufficient to determine whether they are motor neurons and which subtype they belong to, which is a limitation of the study. This may be a result of the cell suspension technique we used for single cell isolate, in which neurons are more susceptible to death [75]. In the future, scRNA-seq of neurons sorted through flow cytometry can address this knowledge gap.

Microglia are immunocompetent cells of the CNS [76]. SMAΔ7 mice showed significant microglia activation in the late stages (after 10 days after birth) but not in the early and middle stages (before 7 days after birth) [46,77,78]. Aleksandra Vukojicic et al. reported that microglia leads to abnormal spinal cord motor circuits in SMAΔ7 mice by activating the canonical complement pathway [79]. However, this phenomenon was not evident in the early stage of the disease (P4), and pharmacological inhibition of the complement pathway had limited lifespan improvement in SMA mice. Therefore, microglial activation is a consequence rather than a cause of SMA. No reports are available regarding microglia activation in the spinal cord of type I Taiwanese mice. Our data classified microglia into six subtypes, with MG-5 migrating microglia being the most dissimilar between SMA-affected and control mice, suggesting that it is the subtype affected by SMA.

Astrocytes are one of the most abundant cell types in the CNS and play crucial roles in physiological processes such as maintaining ion homeostasis, nourishing and protecting neurons, and synapse development and plasticity [80]. Supplementation of SMN specifically to astrocytes doubles the lifespan of Δ7 SMA mice, suggesting that astrocytes can affect the severity of SMA [20]. Our scRNA-seq data revealed that the AS-4 reactive astrocyte subtype, which had higher “ribosomal” activity, was significantly different between SMA and control mice. The marker genes of AS-4 were C1qa, C1qb, and Tyrobp, and these genes had microglia-like characteristics. A subpopulation of reactive astrocytes known as A1 has been found to have highly upregulated expression of many classical complement cascade genes, similar to AS-4 found in this study [81,82]. A1 loses its ability to maintain synaptic function, loses its ability to phagocytize, and is highly neurotoxic [81]. This subtype is associated with a variety of neurodegenerative diseases, including HD, AD, PD, MS, and ASL, and is triggered by normal aging [81,83]. Our scRNA-seq data suggest that this subtype is also present in SMA and may play a role in SMA.

The traditional view is that OLs are myelination cells in the CNS. Many new functions of OL lineages beyond myelination have been gradually elucidated, such as providing metabolic support to neurons and regulating water and ion homeostasis [84]. Whether OL lineages are involved in SMA pathogenesis is controversial. O’Meara et al. found that OL growth, migration, differentiation, and myelination were not affected in severe SMA mice (Smn^−/−^, SMN2^+/+^) [85]. However, Kazuki Ohuchi et al. found that the OL lineage was impaired in Δ7 SMA mice [86]. Our data show that the subtype of OL lineages that is most affected by SMA is the myelinating OL subtype, OL-5. In this subtype, myelination signaling pathway is slightly up-regulated and the protein synthesis pathway was significantly reduced. Furthermore, the aforementioned COP cells and OPCs are the cell types in SMA that have the greatest reduction in cellular communication. Therefore, it would be fascinating to dissect out the specific changes in OL lineage cells in SMA.

The vasculature is a vital source of material and energy metabolism in the CNS, and the integrity of the vasculature is essential for the normal functioning of the spinal cord. Structural and functional abnormalities of the vasculature are common in neurodegenerative diseases [87,88]. Vascular defects have also been identified in SMA patients and mouse models [21,89–91]. Two fibroblast subpopulations were significantly altered in SMA, with one subpopulation experiencing a precipitous decrease in number. Our findings refine the affected vascular subpopulations, which have crucial implications for exploring the cellular targets of SMA. Fibroblasts are a group of cells that attach to the outer walls of blood vessels and are found in all blood vessels except capillaries [51,92,93]. The well-known function of fibroblasts is to participate in fibrotic scar formation after spinal cord injury [94]. The fibroblast markers Col3a1 and Dcn are greatly upregulated after spinal cord injury [95]. In addition, fibroblasts transmit signals through the bloodstream, affecting the progression of neurodegenerative diseases. ALS patients in whom fibroblast protein product accumulates in perivascular space have shorter survival times [96].

In spite of the fact that fibroblasts are an important component of the vasculature, there hasn’t been much research into their precise function [88]. The roles of fibroblast have only just recently begun to attract attention again due to the discovery of its inefficiency in neurodegenerative disorders by scRNA-seq. Andrew C Yang et al. pointed out that fibroblasts may be involved in ion and amino acid transport in the CNS [97]. Our research is the first of its kind to report on the fibroblast defects that are associated with SMA. It is important to conduct research to determine whether or not fibroblast defects are typical of neurodegenerative diseases. It’s also fascinating to learn more about fibroblast functions other than supporting cells, as well as why it’s more vulnerable in neurodegenerative disorders.

We observed widespread inhibition of energy metabolism and protein synthesis pathways across cell subtypes. Alterations in these pathways may be another manifestation of morphological and functional defects in mitochondria in SMA mouse motor neurons [98]. Somers et al. demonstrated that the spinal cord of SMA mice has a defect in the blood–spinal cord barrier with significant functional hypoxia [21]. The weakened interaction between vascular and CNS cells in our findings also suggests that an abnormal blood vessel structure may lead to decreased material exchange with CNS cells, affecting spinal cord function to some extent.

In summary, this study provides the first single-cell atlas of SMA. Through scRNA-seq, we identified the disease-specific DEGs of each cell type and subtypes of SMA spinal cord and found that the decline in the number of vascular fibroblasts was most pronounced at the single-cell level. These previously unreported finding shed new light on the pathogenesis of SMA.

## Materials and methods

### Ethics statement

Animal experiments were approved by the Animal Ethics Committee of Nantong University (No.2150409) and followed the International guidelines (National Institutes of Health) for the Care and Use of Laboratory Animals.

### Animal management

The experimental animals in this study were housed in the Specific Pathogen Free barrier provided by the Animal Center of Nantong University under the following conditions: temperature (22°C ± 2°C), humidity (60% ± 5%), and light of Alternate dark/light for 12 hours.

### Generation of transgenic mice

The Taiwanese SMA mice used in this study was a gift from Professor Hua Yimin at Soochow University and was originally purchased from the Jackson Laboratory (FVB.Cg-Smn1tm1HungTg (SMN2)2Hung/J, stock number 005058) [35,99]. There are two genotypes of this mouse, severe (Smn^-/-^, SMN2^2tg/0^) and mild (Smn^-/-^, SMN2^2tg/2tg^). Severe and control mice (Smn^+/-^, SMN2^2tg/0^) were sequenced in this project, generated by crossing Het knockout mice (Smn^+/-^) with mild Taiwanese mice (Smn^-/-^, SMN2^2tg/2tg^). Genotyping of tail-end tissue from newborn mice was performed using the method described in One step mouse genotyping kit (PD101-01, vazyme, nanjing, china). A Primer pair (F: 5’-AGCCTGAAGAACGAGATCAGC-3’, R: 5’-GTAGCCGTGATGCCATTGTCA-3’) was used to detect the mutant allele. A primer pair (F: 5’- ATAACACCACCACTCTTACTC -3’, R: 5’- GTAGCCGTGATGCCATTGTCA -3’) was used to detect the wild-type allele. Three littermates of SMA or control mice were pooled into one sample for scRNA-seq. Bulk-seq was done in triplicates (n = 1 per group in SMA or control).

### Preparation of single-cell suspension

Whole spinal cords were obtained from transgenic mice, and the spinal cords were stripped according to established methods and placed in ice-cold phosphate-buffered saline (PBS) [100]. The tissue was minced and dissociated with 0.25% trypsin in a centrifuge tube for 30 min at 28°C, followed by 1 mg/mL collagenase II for 20 min, with gentle mixing every 10 min. The enzymatic reaction was terminated through the addition of 10% fetal bovine serum (FBS). The sample was filtered using a 70 μm strainer to obtain a single-cell suspension.

### scRNA-seq

Using single-cell 3 ‘Library and Gel Bead Kit V3 (10× Genomics, 1000075) and Chromium Single Cell B Chip Kit (10× Genomics, 1000074), the cell suspension (300–600 living cells per microliter determined by Count Star) was loaded onto the Chromium single cell controller (10× Genomics) to generate single-cell gel beads in the emulsion according to the manufacturer’s protocol. In short, single cells were suspended in PBS containing 0.04% bovine serum albumin (BSA). Approximately 6000 cells were added to each channel, and the target cell recovered was estimated to be approximately 3000 cells. Captured cells were lysed, and the released RNAs were barcoded through reverse transcription in individual GEMs. Reverse transcription was performed on a Touch Thermal Cycler (Bio Rad) at 53°C for 45 min followed by 85°C for 5 min, and incubated at 4°C. The complementary DNA (cDNA) was generated and then amplified, and the quality was assessed using an Agilent 4200. According to the manufacturer’s instruction, scRNA-seq libraries were constructed using Single Cell 3’ Library and Gel Bead Kit V3. The libraries were finally sequenced using an Illumina Novaseq6000 sequencer with a sequencing depth of at least 100,000 reads per cell with a pair-end 150 bp reading strategy (performed by CapitalBio Technology, Beijing).

### Bulk-seq

The total RNA of spinal cord tissue was extracted through the Trizol method and sent to Vazyme Company (Nanjing, China) for sequencing. Briefly, ribosomal RNA removal was performed first. Using ribosomal-depleted RNA and random hexamers to synthesize one-stranded cDNA, and then we added buffer, deoxynucleoside triphosphates, and enzymes to synthesize two-stranded cDNA. Double-stranded DNA was purified using DNA Clean Beads, followed by end repair, A-tailing, and the ligation of sequencing adapters. The cDNA strand containing U was degraded by the uracil-DNA glycosylase enzyme, and finally, PCR enrichment was performed; the PCR product was purified with DNA Clean Beads to obtain the final strand-specific cDNA library. Illumina HiSeq sequencing was performed after the library was qualified for quality control.

### RNA-seq data processing

First, the raw data of bulk-seq was converted into high-quality clean reads. Then, hisat2 [101] was used to align the clean reads to the reference genome of *Mus musculus*. Fragments per kilobase of exon per million mapped fragments (FPKM) expression values of genes were quantified using cufflinks software [102].

For the 10× genomics data, the Cell Ranger Single-Cell toolkit (version 3.0.0) provided by 10× genomics was applied to align reads and generate the gene-cell unique molecular identifier (UMI) matrix for each sample (https://support.10xgenomics.com/single-cell-gene-expression/software/downloads/latest). The read data were mapped using the corresponding *Mus musculus* reference genome. Different samples were merged using the cellranger aggr function. The obtained raw_feature_bc_matrix was loaded, and Seurat R package (v 3.2.2) was further used for downstream analyses [103]. Further quality control was applied to cells based on three metrics step by step, including the total UMI counts, number of detected genes, and proportion of mitochondrial gene counts per cell. Specifically, cells with <200 detected genes and those with a high detection rate (10%) of mitochondrial gene expression were filtered out. To further remove potential doublets in our data, cells with the number of detected genes >4000 were also filtered out. Additionally, we removed a cluster with a high detection rate of the ribosome (>30%). In addition, genes that were detected in <10 cells were filtered out before further analyses. After quality control, data were normalized and scaled using the SCTransform function [104], and a percentage of ribosomes was regressed out. We removed the batch effect across different individuals through the identification of anchors between individuals and passed these anchors to the IntegrateData function. For visualization, the dimensionality was further reduced using UMAP or t-Distributed Stochastic Neighbor Embedding. To cluster single cells based on their expression profiles, we used an unsupervised graph-based clustering algorithm, Louvain. See S3 File for gene numbers, UMI numbers and metric for cluster robustness (silhouette scores) of each cell cluster.

### Cell annotation

The marker genes for each cluster were obtained using the FindAllMarkers function in Seurat package [103]. The MAST algorithm was used to calculate statistical significance. Genes that met the following criteria were considered signature genes: (1) adjusted p-value < 0.01 after Bonferroni correction by using all features in the dataset; (2) log fold-change of the average expression > 0.25; and (3) pct.1 > 0.25 (pct.1: the percentage of cells where the feature is detected in the first group); functional enrichment was performed on these genes to obtain cell type enriched pathways. The main cell types were defined using the SingleR package (https://bioconductor.org/packages/devel/bioc/htmL/SingleR.html). Then, we further checked manually to confirm that reported cell type–specific expressed markers were specific for the corresponding clusters based on the following criteria: pct.1 > 0.6 and pct.2 < 0.4. We used the same method for sub-clustering analysis as for clustering analysis, including variable gene identification, dimension reduction, and cell integration. To build a browsable interface for the scRNA-seq data, normalized gene expression matrix and cell annotation were uploaded to the Single Cell Portal. Access address: https://singlecell.broadinstitute.org/single_cell/study/SCP1933/single-cell- transcriptomics-of-the-spinal-cord-of-a-severe-sma-mouse#study-visualize.

### Differential expression between groups

For scRNA-seq, DEGs were analyzed using the FindAllMarkers function in the Seurat package. The MAST algorithm was used to calculate statistical significance. Genes that met these criteria were considered DEGs: absolute log fold-change of the average expression ≥ 0.2 and pct > 0.1 (the percentage of cells where the feature is detected in either group). Functional enrichment was performed on these DEGs.

When calculating the difference in gene expression of bulk-seq, the number of reads that fall into each sample was obtained using htseq-count software [105]; the data were standardized using the estimateSizeFactors function of the DESeq (2012) R package; and p-value and fold change value were calculated for difference comparison by using the nbinomTest function. Genes with a p-value < 0.05 and a fold difference >2 were defined as DEGs by bulk-seq.

### Functional enrichment analysis

KEGG database and GO category database were used for the functional annotation of DEGs. The enrichment analysis of GO categories was performed by using the R clusterProfiler (v3.14.3) package, and the enrichment analysis of the pathways was performed on hypergeometric distribution by using the R phyper function. The GO categories with a false discovery rate < 0.05 were considered significantly enriched. Although pathways with p < 0.05 were regarded as enriched, only those GO categories or pathways containing ≥ 5 DEGs were kept for further analysis.

### Cell-cell communication

To study the interactions between cells and to identify the mechanism by which the molecules communicate at a single-cell resolution, the R package CellChat (version 1.1.3) was applied [45]. Two types of interactions of the CellChatDB.mouse database were used: Secreted Signaling and Cell–Cell Contact. CellChat was used on each interaction separately. Using the aggregateNet function in CellChat, the aggregated cell–cell communication network was calculated, and the signaling from each cell group was visualized. Outgoing or incoming signals of certain cell types were recognized using the function netAnalysis_signalingRole_heatmap.

### Cell differentiation trajectory inference

To infer the differentiation of the trajectory of OPCs, we first used monocle (2.14.0) [106] to infer the pseudo time of each cell (method = “ICA”, ordering_genes = marker genes).

### Immunofluorescence

Mouse spinal cord tissue was fixed with 4% paraformaldehyde (Sinopharm Chemical Reagent Co. Ltd) overnight at 4°C, embedded in Tissue Freezing Medium optimal cutting temperature compound (O.C.T) after dehydration in a gradient of 10%–30% sucrose solution. Then, 6-μm sections were prepared using a microtome (Leica, Wetzlar, Germany). The sections were rehydrated before immunofluorescence staining. For staining, the block was placed in 5% BSA supplemented with 1% Triton X-100 for 30 min at room temperature. Primary antibodies CD31 (AF3628, R&D Systems) and Col3a1 (sc-271249, Santa Cruz) were diluted in a 1:100 ratio with 0.01M PBS. The slides were placed in the cassette at 4°C overnight. Then, they were diluted with a secondary antibody [Cy3-labeled Donkey Anti-Goat IgG(H+L); Alexa Fluor 488-labeled Goat Anti-Mouse IgG(H+L), Beyotime, Shanghai, China] in a 1:200 ratio with 0.01M PBS and incubated for 2 h at room temperature. They were washed three times with 0.01M PBS for 15 min each. Images were acquired with a fluorescence upright microscope (Zeiss Microscopy, Jena, Germany). The number of positive signals for each antibody in the spinal cord cross-section participated in the statistics.

## Supporting information

S1 Fig Cell type identification. (A) The average expression of each marker gene in different cell types; the darker the red, the higher the expression. (B) UMAP visualization shows the expression of marker genes in different cell types; the darker the red, the higher the expression.
(TIF) Click here for additional data file.

S2 Fig Analysis of DEGs and functions of scRNA-seq and bulk-seq. (A) The number of genes detected through scRNA-seq in each cell type. (B) GO analysis of DEGs in bulk-seq. (C) The cell-type-specific DEGs and bulk-seq DEGs were intersected, and the heatmap shows the expression changes in the intersected genes in different cell types and bulk-seq. (D) Violin plots of Hba-a1, Hbb-bt, and Tmsb10 expression in different cell types and bulk-seq. (E) KEGG pathway analysis of cell-type–specific DEGs and DEGs by bulk-seq; red indicates upregulated pathways, and blue indicates downregulated pathways.
(TIF) Click here for additional data file.

S3 Fig The altered receptor-ligand pairings in SMA for astrocytes communication with other cell types. (A) SSI-based receptor-ligand pairings. (B) CCI-based receptor-ligand pairings.
(TIF) Click here for additional data file.

S4 Fig Identify cell subtypes and their DEGs. The average expression of markers of each cell subtype of SMA, the darker the red, the higher the expression; A, C, E, G, and I represent astrocytes, ependymal cells, microglia, OL lineages, and vasculature, respectively. KEGG analysis of marker genes for each cell subtype; B, D, F, H, and J represent astrocytes, ependymal cells, microglia, OL lineages, and vasculature, respectively.
(TIF) Click here for additional data file.

S5 Fig Altered gene expression of glial cell subtypes in the SMA spinal cord. (A–C) Comparison of cell numbers of various subtypes of astrocyte, microglia, and OL lineage in SMA and control mice. (D) Pseudo time analysis of individual cell subtypes in OL lineages. The x-axis represents the cell subtype. The value of the y-axis represents the order of time. The smaller the value, the stronger the characteristics of the progenitor cells. The larger the value, the more mature (later) the cell is. p-values were calculated through the t-test, ns: p > 0.05, *: p < 0.05, ***: p < 0.001, ****: p < 0.0001.
(TIF) Click here for additional data file.

S6 Fig Expression analysis of protein synthesis and energy metabolism-related pathways in SMA and control mice. p-values were calculated by t-test.
(TIF) Click here for additional data file.

S1 File Gene list for bulk-seq and cell-type-specific DEGs. SMA vs. control.
(XLSX) Click here for additional data file.

S2 File DEG lists for all cell subtypes. SMA vs. control.
(XLSX) Click here for additional data file.

S3 File The silhouette scores and nCount/Feature_RNA results for each cell type. (RAR) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

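Bulk-seq of whole spinal cord from mice at postnatal day 4 was analysed, with 3 libraries labelled as SMA and 3 labelled as control. Smn1 overlapped between the libraries labelled SMA and control, so the labels have no check in the values. Condition and replicate number were taken from the sample labels and the paper. The single-cell libraries, immunofluorescence and other experiments of the paper were not analysed here. The deposited values are FPKM, which the authors computed for each library on its own with cufflinks after hisat2 alignment of reads from ribosomal RNA-depleted, strand-specific libraries. The paper's text does not name the genome build, the annotation release or the versions of hisat2 and cufflinks. The loci in the files fit GRCm38, with starts counted from 0 in the files and from 1 here. Of the 25576 genes listed, 25408 (99.3%) were found by identifier in GENCODE M21, 99.9% of these overlapped their gene there and 48.7% had the same start and end, since the files give some overlapping genes a shared span. The paper's methods describe a DESeq comparison of read counts with a fold difference over 2. Those read counts were not used here. In the paper's list of bulk-seq DEGs, all 1267 p-values are multiples of 5e-05 and the smallest fold is 1.50. It is therefore unclear which test gave that list.

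Genes absent from a library's file were set to an FPKM of 0. Values were transformed to log2(FPKM + 1), and genes with a mean of at least 0.5 FPKM over the libraries were tested. SMA and control were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with a trend of the variance with expression, no covariate and two-sided p-values adjusted after Benjamini and Hochberg over all genes tested. DEGs were counted by the thresholds of the paper's methods, an unadjusted p under 0.05 and a fold difference over 2, and separately by an adjusted p under 0.05. For single genes and set means, an exact permutation test over all assignments of the libraries to groups was added. Set means per library are over all genes of the set in the files, while mean log2 fold changes beside a limma test are over the genes tested. With 3 libraries against 3 its smallest two-sided p is 0.1, and with 3 against 2 it is also 0.1.

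Gene sets were the Reactome Metabolism set distributed with fgsea 1.28.0 and 8 sets written by hand from gene symbols, for fatty acid degradation, peroxisome, amino acid biosynthesis, phagosome, cell division, axon guidance, cytosolic ribosomal proteins and oxidative phosphorylation. Of the 1535 identifiers in the Reactome set, 1513 (98.6%) were paired with a gene and 1420 genes were in the files. A set's share among the lower DEGs was tested with a one-sided Fisher's exact test against all genes tested. Limma's camera compared the moderated t-statistics of the set's genes with those of the other genes tested, at an inter-gene correlation of 0.01. Both were adjusted over the 9 sets. A camera p does not test the mean log2 fold change beside it against 0. Its direction can differ from the sign of that mean. Where genes of a set vary together more than this correlation allows, the p is too small. Marker lists of hepatocyte, erythroid, neutrophil, endothelial and other cells were written before values per library were seen, the hepatocyte list after the group means in S1 File had been read. A list of neuronal and glial genes was written after the hepatocyte values had been seen and before its own were. The test procedure was tested on simulated data for 14892 genes, of which 200 were changed by known folds. It recovered 100% of the changed genes and called 0.0613% of the unchanged ones, and genes raised by 2 on the log2 scale had a median estimate of 1.99. The simulation gave every gene the same spread between libraries and held no library that stood apart as control replicate 2 does. All changes were of 2 on the log2 scale, up or down. The recovery therefore does not show what the procedure could find in these libraries.

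Depth in reads is unknown, since FPKM holds no counts. The relative depth of the libraries was estimated from the most frequent ratio of values under 0.15 FPKM and ranged from 0.994 to 1.15 of that of SMA replicate 1. The search was limited to a window of ratios near 1 and cannot exclude differences beyond it. Intervals from counting error could not be given.

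Genes named in the text are those the paper names for bulk-seq, Smn1, the paper's vasculature genes, Apoe, Xist and Pecam1, at most 3 genes per marker list with the highest mean FPKM, and the 5 lower and 5 higher DEGs with the largest log2 fold change and no overlap between the groups. Other genes are named where a count was small or a value stood apart, after their values were seen.

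The gene sets, the comparisons of SMA with control by limma, camera for ribosomal proteins and oxidative phosphorylation, the test of the other 7 sets among the lower DEGs and the alternatives named next were set before the data were examined. Chosen afterwards were camera for those 7 sets, the neuronal and glial list, the weighting of libraries by limma's arrayWeights, the scalings without control replicate 2 for 3 groups of genes, the ratio of group means for single listed genes, the comparisons with the authors' lists by library, the examination of small RNA genes, short genes and pseudogenes, and the tests that the closing section names as chosen after the result was seen. The alternatives were a pseudocount of 0.1, no filter on low FPKM or a minimum mean of 1, rescaling to the same total, quantile normalization, median ratio scaling, robust eBayes, the replicate number as a block, the hepatocyte mean as a covariate, a fold difference of 1.5 or taken from group means, and leaving out each library in turn. Libraries labelled SMA and control share replicate numbers 1 to 3 in the labels, but they come from different animals. The authors' lists of bulk-seq and cell-type DEGs in S1 File were compared with the deposited FPKM by gene identifier or symbol, for 9 cell types. The vasculature table was not used here, and the neuron table held 696 entries, fewer than the neuron DEGs that the paper counts. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.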

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

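Of the tests below, those on genotype, on sequencing depth, on RNA of more than 1 animal and on the other sex in SMA replicate 3 were chosen only after the result was seen.

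Genes of other tissues were high in control replicate 2. The mean log2(FPKM + 1) of 44 hepatocyte genes was 7.72 in that library, while it was 1.26 and 1.03 in control replicates 1 and 3 and 0.99, 1.45 and 1.11 in SMA replicates 1 to 3. Alb was listed at 15894.5 FPKM in control replicate 2 and between 24.6 and 56.2 FPKM in the other 5 libraries. Neutrophil genes had a mean of 3.85 in control replicate 2 and between 0.46 and 0.75 in the others. Replication-dependent histone genes had a mean of 6.05 in control replicate 2 and between 4.01 and 4.41 in the others. The paper does not discuss these genes in bulk-seq.

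A candidate explanation is RNA from liver, which in newborn mice also forms blood cells, mixed into this library. If so, genes of neurons and glia would be diluted, and 94.3% of 35 such genes were lower in control replicate 2 than in both other control libraries, where chance would give 33.3%. A difference between the genotypes was not borne out, since only 2 of the 44 hepatocyte genes were higher in every library labelled control than in every one labelled SMA. The relative depth of this library was estimated at 1.08. Only ratios near 1 were searched for it, so a larger difference in depth is not excluded by this estimate. After quantile normalization its hepatocyte mean was still 6.33 above that of the other controls on the log2 scale, so that neither the authors' scaling nor a few genes with very high FPKM explain the excess. A liver library in place of spinal cord is not supported either, since the neuronal and glial genes were lower by a mean log2 difference of only -0.66. Of the explanations examined, the tests favour liver RNA in a spinal cord library, as a hypothesis. They do not show whether it entered at dissection, at library preparation or in sequencing. For the neutrophil and histone genes no separate test was run.

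Xist, which is transcribed from the inactive X chromosome, had a log2(FPKM + 1) of 6.67 in control replicate 2 and 7.20 in SMA replicate 3 (101 and 146 FPKM), and was between 0.0857 and 0.241 FPKM in the other 4 libraries. The 4 Y chromosome genes examined were near or at 0 in SMA replicate 3, with Eif2s3y at 0.0326 FPKM, but not in control replicate 2, where Eif2s3y was listed at 10.1 FPKM against 31.0 to 34.2 FPKM in the other 4 libraries. In control replicate 2 the Y chromosome genes stood at a mean of 31.7% of the library where each is highest (from 21.7% to 41.7%), and Xist at 69.1%. These partial levels of both suggest RNA of more than 1 animal in control replicate 2, as a hypothesis. In SMA replicate 3 the Y chromosome genes stood at a mean of 0.0238% of the library where each is highest, and Xist was the highest of all libraries. These values are consistent with RNA of an animal of the other sex than in the 4 libraries with little Xist, as a hypothesis. The paper's text does not give the sex of the animals or how many animals entered each bulk-seq library beyond its statement of n = 1 per group, and no comparison was made between libraries grouped by these genes.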

How the results depend on the processing

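All alternatives below were chosen before the data were examined except the library weights, and the tests of other splits were also set beforehand. Of the results that answer a comparison, 208 values under an alternative were counted as unchanged, while 63 moved, 12 reversed, 3 became stronger and 1 weaker. Unchanged means the same direction and side of the threshold for a test, within 1.5 times for a number of genes and within the binomial confidence interval for the share of cell-type DEGs with the same direction in bulk-seq, so that this share was 0.108% at first and 0.324% with a pseudocount of 0.1 or 0.216% with the replicate block. For a single gene, unchanged leaves the size of the log2 fold change aside. Hbb-bt was -1.53 at first and -0.29 without control replicate 2, and still counts as unchanged. Numbers of genes that stayed at 0 count as unchanged too, so the 208 do not show that sizes were stable. Of the values for other single genes, 137 were the same and 2 became stronger, both for Snora74a. The cause of the changes was not tested unless stated.

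The 17 lower DEGs became 125 with a pseudocount of 0.1, 11 with quantile normalization, 7 with the hepatocyte mean as a covariate, 7 with library weights, 112 with the fold taken from group means and 126 with a fold over 1.5. The 12 higher DEGs became 64, 70 and 98 with the pseudocount of 0.1, the fold from group means and the fold over 1.5. Quantile normalization gave 18 higher DEGs, so that 37.9% of its DEGs were lower, against 58.6% with FPKM as deposited. With the hepatocyte covariate 30.4% were lower, and 1 lower and 8 higher DEGs were shared with the comparison without a covariate. Across the 6 fits that each left out a library, lower DEGs ranged from 4 to 131 and higher DEGs from 12 to 28. No alternative gave a lower gene at an adjusted p under 0.05, beside 409 lower genes at an unadjusted p under 0.05. At that unadjusted threshold, median ratio scaling gave 567 lower and 529 higher genes, and rescaling to the same total gave 387 and 336. Quantile normalization gave 336 lower and 648 higher genes. Higher genes at an adjusted p under 0.05 ranged from 0 to 2 across the fits that left out a library, and the covariate gave 1. These were Snora74a, whose adjusted p from limma was 0.0215 without control replicate 2 and between 0.0215 and 0.907 over its alternatives, and Rpph1, called only without control replicate 2 (log2 fold change 0.63) and named after its values were seen. The library weights were 0.103 for control replicate 2 and between 0.914 and 2.62 for the others.

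With the replicate number as a block, 35 lower and 13 higher DEGs were found (72.9% lower), and peroxisome and amino acid biosynthesis had 1 lower DEG each. Same-numbered libraries come from different animals, and their deviations from the group means correlated at a mean of 0.0186.

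The 4 metabolism genes among the lower DEGs became 9 with a pseudocount of 0.1, 2 without a filter on low FPKM, 2 with quantile normalization, 2 with median ratio scaling, 0 with the covariate and 1 with library weights, and ranged from 0 to 15 with a library left out. With a pseudocount of 0.1 there were 16 cell division genes and 1 gene each of peroxisome, amino acid biosynthesis and phagosome among the lower DEGs, and rescaling to the same total gave 3 cell division genes and 1 amino acid biosynthesis gene. The block also gave 3 cell division genes. The covariate left 0 cell division and 0 axon guidance genes, and library weights left 1 and 0. With a library left out, cell division genes ranged from 0 to 24, axon guidance genes from 0 to 2, peroxisome genes from 0 to 4, amino acid biosynthesis genes from 0 to 1, phagosome genes from 0 to 1 and fatty acid degradation genes stayed at 0, where 1 was lower at an unadjusted p under 0.05 over all libraries.

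The mean log2 fold change of ribosomal protein genes reversed to 0.0061 with a pseudocount of 0.1 and 0.0139 with rescaling to the same total. It also reversed to 0.074 with the covariate and 0.0563 with library weights. By camera the set passed the adjusted threshold downward with quantile normalization (mean -0.0034), median ratio scaling (-0.0669) and without control replicate 3 (-0.126). It passed upward without control replicate 2 (0.0742) and with the covariate (0.074). The mean of oxidative phosphorylation genes reversed to -0.0246 with median ratio scaling, -0.0072 with the covariate and -0.00044 with library weights. With a library left out the ribosomal protein and oxidative phosphorylation means ranged from -0.126 to 0.0742 and from -0.0096 to 0.0801. Smn1 ranged from -0.20 to 0.0136, Hbb-bt from -2.35 to -0.29, Hba-a1 from -2.11 to -0.15 and Tmsb10 from 0.64 to 1.07, and these 3 genes kept their direction under every alternative. The share of cell-type DEGs with the same direction in bulk-seq was 0 with median ratio scaling, the covariate and library weights, and ranged from 0 to 0.593% with a library left out. Genes detected fell to 16943 with a minimum of 1 FPKM.

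The 6 libraries allow 10 splits into 3 and 3. Of the 4 that part all 3 same-numbered pairs, as the genotypes do, 1 gave as many lower DEGs in a direction, 1 as many higher DEGs, 1 as many metabolism genes, 1 as many cell division genes and 2 as many axon guidance genes, the real split included. For genes at an adjusted p under 0.05 in either direction, and for fatty acid degradation, peroxisome, amino acid biosynthesis and phagosome genes, all 4 did, since the real count is 0. The ribosomal protein mean was as large in 4 of the 4 and the oxidative phosphorylation mean in 3. The other 6 splits part 1 same-numbered pair each. Of these, control replicates 1 and 2 and SMA replicate 1 against the other libraries gave 20 genes lower in the latter, more than the 17 of the genotypes, and 2 higher. The remaining 5 gave between 2 and 7 DEGs in either direction, 1 of them with 1 gene at an adjusted p under 0.05. With so few splits, chance cannot be told apart from the genotypes for any of these results. Depth in reads is unknown, so it is not known how far it limits genes with low FPKM.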

Differences from the paper's values

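The paper's S1 File lists 1233 lower DEGs in bulk-seq, and 17 were found here. None of the alternatives set before the data were examined closed the gap. It lists 34 higher DEGs, against 12 here, and without control replicate 1 there were 28. The smallest absolute log2 fold change in the paper's list is 0.585, and 1014 of its lower and 29 of its higher genes exceed a fold difference of 2.

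The paper's log2 fold change of Alb is -7.32, against -2.99 here, and with control replicate 1 or 3 left out it was -4.31 or -4.57. These remain far from the paper's value but fall within the spread between libraries of it, taken as the pooled SD of both groups on the log2 scale. The same 2 settings fell within the spread for Ahsg (the paper's -7.55, here -3.12, without control replicate 1 or 3 -4.41 or -4.69), Afp (the paper's -7.61, here -3.20, then -4.49 or -4.73), S100a8 (the paper's -4.94, here -2.24, then -3.01 or -3.26), S100a9 (the paper's -4.51, here -1.87, then -2.53 or -2.84) and Rarres2 (the paper's -4.06, here -1.73, then -2.42 or -2.65). The paper's value for Lcn2 is -5.06, against -1.57 here, and no alternative set before the data were examined closed the gap. For Tk1 the paper gives -2.44, against -1.58 here. Values within the spread between libraries of the paper's value, but short of it, were found with a pseudocount of 0.1 (-1.94), with median ratio scaling (-1.63), and without control replicate 1 (-1.81), control replicate 3 (-1.98) or SMA replicate 1 (-1.79), and median ratio scaling hardly moved the value. For Uba7 the paper gives -3.04, against -1.53 here, and the value came within the spread between libraries with a pseudocount of 0.1 (-2.43). The paper's values for Zhx2 and C1qtnf6 are -5.10 and 3.18, against -0.73 and 0.0368 here, and no alternative set before the data were examined closed either gap. These 2 genes are named after their values were seen.

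The log2 ratio of mean FPKM between the groups, computed for these genes after the values had been seen, was -7.16 for Alb, -7.35 for Ahsg, -7.44 for Afp, -4.71 for S100a8, -4.25 for S100a9, -3.92 for Rarres2, -4.83 for Lcn2, -2.30 for Tk1 and -2.87 for Uba7, each near the paper's value. It was -0.90 for Zhx2, listed at 9.35 FPKM in libraries labelled control and 5.00 FPKM in those labelled SMA on average, and 0.07 for C1qtnf6. Of 1234 listed genes with both values, 27 differed by more than 1 on the log2 scale between the paper's list and the deposited group means.

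The paper names Hbb-bt and Hba-a1 as lower DEGs in bulk-seq. Here neither met the DEG thresholds in the comparison of the 6 libraries (log2 fold changes -1.53 and -1.35, limma p of 0.172 and 0.204 unadjusted) or under any alternative. Tmsb10 was higher by 0.83 and met them with a fold over 1.5 or without control replicate 1 (1.07). The paper reports metabolism, amino acid biosynthesis, phagocytosis, fatty acid degradation and peroxisome as enriched among the bulk-seq DEGs. None of these sets passed the adjusted threshold among the lower DEGs here. Without control replicate 1 the peroxisome set did, with 4 genes and an adjusted p of 0.0024 from a one-sided Fisher's exact test (between 0.0024 and 1 over its alternatives). Limma camera compares all genes of a set with the other genes tested. By it, metabolism, phagosome, fatty acid degradation and peroxisome passed with negative means over all 6 libraries. Amino acid biosynthesis passed with quantile normalization. Without control replicate 2 none of these sets passed by camera (adjusted p between 0.254 and 0.729). With the hepatocyte covariate none passed either (limma camera, adjusted p between 0.144 and 0.837). The paper states that the significantly lower expression of the cell division pathway seen at P5 was not observed at P4. Here the mean log2 fold change of the cell division genes at P4 was -0.60, and -0.27 without control replicate 2. The paper states that energy metabolism or protein synthesis was lower in the entire tissue. The paper's figure names these pathways ATP metabolic process and translation, and the gene sets here are other ones. Here the mean was 0.03 for nuclear genes of oxidative phosphorylation (between -0.02 and 0.08 over the alternatives). It was 0.34 for genes of the mitochondrial genome (between 0.14 and 0.52 over the alternatives). For ribosomal protein genes it was -0.01, and its direction depended on the setting. It was -0.13 without control replicate 3 (limma camera, adjusted p = 2.88e-09) and -0.07 with median ratio scaling (limma camera, adjusted p = 0.0318). Without control replicate 2 it was 0.07 (limma camera, adjusted p = 0.0485). The paper states that most cell-type DEGs were lower, as in bulk-seq. The tables compared here leave out vasculature and hold fewer neuron entries than the paper counts. Of the cell-type entries given as lower, 39.1% were lower in bulk-seq here (42.0% of all genes tested) and 55.4% without control replicate 2 (49.8% of the same genes), while of the 114 entries that recur in the paper's own list of bulk-seq DEGs 96 have the same direction, 93 of them lower in both.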

Other observations

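The tests below on the hemoglobin genes, on the cell division genes without control replicate 2 and on pseudogenes were chosen only after the result was seen.

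Much of the difference between the groups may rest on control replicate 2. For Hba-a1 the log2 fold change was -1.35 over all 6 libraries and -0.15 without that library, while without control replicate 1 or 3 it was -1.79 or -2.11. Of the genes the paper lists as lower in SMA, 27.7% were at least 1.5-fold lower without control replicate 2, and the median log2 ratio of group means over the listed lower genes went from -1.53 to -0.28. The SMA mean was still the lower of the 2 for 74.6% of them. The paper's list of lower genes holds 42 of the 44 hepatocyte genes. These values suggest that most of the listed fold differences come from this library, and they do not show which of the listed genes would differ in its absence, since 3 libraries against 2 allow no exact p under 0.1.

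Cell division genes were lower in the libraries labelled SMA also without control replicate 2, with 96 of 100 genes lower and a mean log2 fold change of -0.27. Liver RNA in that library therefore does not account for all of the difference. Of 10000 random gene lists matched on mean expression, 0 had a mean as low. Genes of random lists need not vary together as genes of a pathway may. The random lists therefore do not set the difference against the spread between libraries. After a fit on GC content, transcript length and mean expression the mean residual was -0.24 against -0.27 before, so the relation of the fold change to these properties over all genes accounts for little of it. Without that library the mean was -0.30 with rescaling to the same total, -0.26 with quantile normalization and -0.27 with median ratio scaling, which were run after the values had been seen. With all 6 libraries, 1 of the 4 splits that part the same-numbered pairs gave as many cell division genes among the lower DEGs, which is the real split, so chance cannot be told apart from the genotype, and the exact p without control replicate 2 was 0.2. A lower share of dividing cells in SMA spinal cord at P4 may be a hypothesis worth testing if the labels are right. Gene-level Smn1 values leave the labels unchecked. Small amounts of liver RNA in other control libraries could raise these genes, but SMA replicate 2 had the highest hepatocyte mean of the other 5 libraries (1.45) and the lowest cell division mean (1.60).

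Small RNA genes were higher in the libraries labelled SMA, a label that gene-level Smn1 values leave unchecked. Of 24 small nucleolar, small nuclear and small Cajal body RNA genes tested, 21 were higher, with a median log2 fold change of 0.54, and between 0.49 and 0.56 under the 3 scaling alternatives. Leaving out each library in turn gave medians from 0.19 without control replicate 3 to 0.75 without control replicate 1, with 0.69 without control replicate 2 (between 0.66 and 0.69 with the scalings). The library means of log2(FPKM + 1) were 2.66, 2.75 and 2.04 in control replicates 1 to 3 and 3.17, 3.30 and 3.11 in SMA replicates 1 to 3 (exact two-sided permutation test, p = 0.1, the smallest p possible). For 8 of the 24 genes every library labelled SMA lay above every one labelled control, where chance gives 5% and 1757 of all 17088 genes tested did so. This class was examined because it was seen among the higher DEGs, and 5 of the 8 are such DEGs, so that the 8 are no independent test. Protein-coding genes with transcripts under 600 bases do not share this difference, with a median of -0.29, and of -0.02 without control replicate 2, where 50 of 103 were higher. Pseudogenes with transcripts under 600 bases were higher by a smaller median of 0.12 (148 of 219 higher), between 0.09 and 0.20 under the 3 scaling alternatives and 0.17 without control replicate 2, and pseudogenes of any length had a median of 0.11 (398 of 605 higher). Transcript length alone therefore does not account for the difference, but a part of it shared by short noncoding transcripts is not excluded. Reads shared with overlapping genes do not account for it alone, since 8 small RNA genes with a locus of their own had a median of 0.68. A difference in library preparation, such as in size selection or RNA recovery, was not tested and could give the same pattern, so no biological reading can be told apart from it.

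The 13 endothelial genes examined had library means of log2(FPKM + 1) of 2.67, 3.17 and 2.92 in control replicates 1 to 3 and 2.62, 2.34 and 2.41 in SMA replicates 1 to 3 (exact two-sided permutation test, p = 0.1, the smallest p possible, and p = 0.2 without control replicate 2). At an unadjusted p under 0.05, 6 were lower and 0 higher. Adjusted over this list alone 3 passed, and 1 without control replicate 2, while over all genes none did. Pecam1 was listed at 5.19, 7.06 and 5.26 FPKM in control replicates 1 to 3 and at 4.53, 2.92 and 3.64 FPKM in SMA replicates 1 to 3, a log2 fold change of -0.54 that was -0.42 without control replicate 2.

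The paper reports 15 genes as lower in vasculature from single-cell data. In bulk-seq 12 of them were tested, and 0 passed an adjusted p of 0.05 over the list or over all genes, with 0 at an unadjusted p under 0.05. The mean log2(FPKM + 1) of all 15 was 2.93, 3.33 and 2.70 in control replicates 1 to 3 and 2.87, 2.46 and 1.97 in SMA replicates 1 to 3 (exact two-sided permutation test, p = 0.2). Without control replicate 2, 12 of the 15 still had a lower SMA mean (exact two-sided permutation test of the set mean, p = 0.4). Log2 fold changes were -1.59 for Col3a1, -1.09 for Col1a1 and -1.26 for Dcn, each with overlapping groups. Without control replicate 2 these were -1.43, -1.22 and -0.87. The paper's bulk-seq list gives -1.10, -0.86 and -1.33 for them. S100a10 was higher (0.14). The libraries labelled SMA differed among themselves. Col3a1 was listed at 53.2, 20.2 and 3.10 FPKM in SMA replicates 1 to 3 and at 50.2, 62.0 and 38.8 FPKM in control replicates 1 to 3, and Col1a1 at 38.5, 12.7 and 6.05 FPKM and at 36.1, 26.5 and 34.9 FPKM. Rarres2 was listed at 101 FPKM in control replicate 2 and between 1.68 and 3.23 FPKM in the other 5 libraries. Xist is given as lower in SMA in 6 of the paper's 9 cell-type tables examined, with the paper's log2 fold changes between -1.15 and -0.70, and no explanation of this was tested.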
